# Gemcitabine-mediated depletion of immunosuppressive dendritic cells enhances the efficacy of therapeutic vaccination

**DOI:** 10.3389/fimmu.2022.991311

**Published:** 2022-10-10

**Authors:** David Repáraz, Marta Ruiz, Leyre Silva, Belén Aparicio, Josune Egea, Elizabeth Guruceaga, Daniel Ajona, Yaiza Senent, Enrique Conde, Flor Navarro, Sergio Barace, Diego Alignani, Sandra Hervás-Stubbs, Juan José Lasarte, Diana Llopiz, Pablo Sarobe

**Keywords:** immunosuppressive DC, antitumor therapeutic vaccination, monocyte depletion, anti-PD-1, gemcitabine

## Abstract

Vaccination using optimized strategies may increase response rates to immune checkpoint inhibitors (ICI) in some tumors. To enhance vaccine potency and improve thus responses to ICI, we analyzed the gene expression profile of an immunosuppressive dendritic cell (DC) population induced during vaccination, with the goal of identifying druggable inhibitory mechanisms. RNAseq studies revealed targetable genes, but their inhibition did not result in improved vaccines. However, we proved that immunosuppressive DC had a monocytic origin. Thus, monocyte depletion by gemcitabine administration reduced the generation of these DC and increased vaccine-induced immunity, which rejected about 20% of LLC-OVA and B16-OVA tumors, which are non-responders to anti-PD-1. This improved efficacy was associated with higher tumor T-cell infiltration and overexpression of PD-1/PD-L1. Therefore, the combination of vaccine + gemcitabine with anti-PD-1 was superior to anti-PD-1 monotherapy in both models. B16-OVA tumors benefited from a synergistic effect, reaching 75% of tumor rejection, but higher levels of exhausted T-cells in LLC-OVA tumors co-expressing PD-1, LAG3 and TIM3 precluded similar levels of efficacy. Our results indicate that gemcitabine is a suitable combination therapy with vaccines aimed at enhancing PD-1 therapies by targeting vaccine-induced immunosuppressive DC.

## Introduction

Immune checkpoint inhibitors (ICI)-based immunotherapy has resulted in important advances, with some patients achieving long-term responses, which depend on the type of tumor and drugs used (1). Among others, 20% and 52% long-term survival has been reported for melanoma patients treated with ipilimumab (2) or ipilimumab plus nivolumab (3), respectively, 40% for non–small-cell lung cancer patients treated with ipilimumab plus nivolumab (4) and 52% for renal cell carcinoma patients treated with ipilimumab plus nivolumab (5). However, new alternative strategies are needed for non-responder patients. Since patients with a poor tumor lymphocytic infiltrate have a low response rate (6, 7), strategies are being developed to inflame cold tumors and increase their responsiveness to ICI. In addition to tumor immunogenic cell death promoted by chemotherapy and radiotherapy, vaccination may also specifically activate anti-tumor immunity (8). Vaccination was used in cancer patients (9), but it has provided a limited therapeutic effect. The tumor immunosuppressive environment and vaccine-associated immunomodulatory mechanisms restrain lymphocyte priming, resulting in poorer vaccine immunogenicity. We have previously reported the induction of a subset of immunoregulatory dendritic cells (DC) during vaccination in murine models and in DC-based immunization clinical protocols (10, 11). These DC, denominated DC-IL10^+^ (10), have poor T-cell stimulatory capacity, associated with lower expression of MHC and costimulatory molecules, and upregulation of immunomodulatory factors like IL-10, PD-L1 and Tyro/Axl/Mer (TAM) receptors. Since blockade of these immunosuppressive factors improved vaccine efficacy, our aim was to systematically analyze gene expression in DC-IL-10^+^, in order to identify other druggable targets, modulate them and enhance vaccine efficacy. Although we have identified molecules with therapeutic potential, most interesting findings came from the characterization of DC-IL-10^+^ origin, involving a monocytic precursor. Interestingly, monocyte depletion with gemcitabine (12), inhibited DC-IL-10^+^ generation, as an alternative to blocking molecules involved in DC-IL-10^+^ suppressive actions. Therefore, pre-vaccination treatment with gemcitabine, which reduced DC-IL-10^+^generation, led to a stronger priming of antitumor immunity, and concomitant superior therapeutic efficacy in tumor bearing mice. Moreover, this optimized vaccination protocol improved therapeutic responses induced by anti-PD-1 antibodies, with variable results depending on tumor type, suggesting the efficacy of this vaccine and the necessity of personalizing these combinations to optimize their efficacy.

## Materials and methods

### Reagents

OVA (98% purity, endotoxin-free; Hyglos, Germany) was used with adjuvants Imiquimod (Meda-Aldara™) or poly(I:C) (Amersham). Peptides OVA(257-264), OVA(323-339), AH1-A5 and ELA (>90% purity) were from Genecust (Boynes, France). Gemcitabine (Pfizer SL; Madrid, Spain), clodronate and control liposomes (Liposoma^®^) and anti-Ly6C (clone Monts1; BioXcell) were used for depletion experiments.

### Mice

Eight weeks-old female IL-10 reporter Vert-X (B6(Cg)-Il10tm1.1Karp/J) mice (Jackson), and C57BL/6J and BALB/c mice (Envigo; Barcelona, Spain) were used. HHD-DR1 mice (B2m^tm1Unc^ H2-Ab1^tm1Doi^ Tg(HLA-A/H2-D/B2M)1Bpe Tg(HLA-DR1)/Orl) were obtained from Dr. F. Lemonnier (Paris, France) and bred in our facilities. They were maintained in pathogen-free conditions and treated according to guidelines of the institution, after study approval by the review committee (protocol 101-19).

### Cell lines

Lewis lung adenocarcinoma cells expressing OVA (LLC-OVA) were obtained after stable transduction of LLC cells (ATCC) with a lentiviral vector encoding OVA (13) (gift from D. Escors; Navarrabiomed-Biomedical Research Center, Pamplona, Spain). B16-OVA cells were from Dr. G. Kroemer (Paris, France). Cells were grown in complete medium RPMI-1640 (Lonza^®^) plus 10% (v/v) fetal bovine serum and penicillin/streptomycin. Re-authentication of cells was not performed since receipt. Cells were periodically tested for mycoplasma contamination.

### Immunization

Mice were subcutaneously (s.c.) injected with OVA (0.5 mg/mouse; day 0) or peptides AH1-A5 or ELA (20-100 μg; days 0–2) combined with adjuvants: topical Imiquimod cream (2.5 mg/mouse; days 0–2) or poly(I:C) (50 μg/mouse; s.c.; day 0). Some mice received intraperitoneal (i.p.) injection of gemcitabine (30 mg/kg; day -1 and 0), clodronate or control liposomes (i.v.; 10 ml/kg; day -1) or anti-Ly6C (i.p.; 5 mg/kg; day -1). Mice were sacrificed at day 2 after immunization when testing DC depletion or at day 7 for immunogenicity assays.

### Tumor treatment experiments

Mice were s.c. injected with 2 x 10^6^ LLC-OVA or 5 x 10^5^ B16-OVA cells. Six days later (when tumors were around 4-6 mm in diameter), they received 2 cycles of OVA (intratumor; 0.5 mg/mouse; day 0) plus Imiquimod at day 0–2 as described above, with or without gemcitabine (30 mg/kg; day -1 and 0). Some groups received 100 μg/mouse of anti-PD-1 (clone RMP1-14) or its corresponding IgG2a isotype control (clone 2A3) (all from BioXcell) every 3 days. Tumor volume was calculated as V= (length x width^2^)/2. Mice were euthanized when tumors reached 16 mm in diameter in survival assays, or 7 days after immunization for immune response analyses.

### IFN-γ ELISPOT

Responses induced by vaccination were measured using IFN-γ ELISPOT Set (BD-Biosciences). Splenocytes (5 × 10^5^/well) were stimulated with OVA(257-264), OVA (323-339), AH1-A5 or ELA (10 μM) for 24 hours at 37 °C and the number of spot-forming cells was counted using an ImmunoSpot automated counter. Non-stimulated cells were used as controls.

### *In vitro* assays to assess the effect of gemcitabine on DC

Bone marrow-derived DC (BMDC) were differentiated from precursors as described (11). Day 6 BMDC were treated with Imiquimod (*In vivo*gen) (10 μg/ml) and gemcitabine (2.5 μM), and supernatants were harvested 24 hours later. IL-10 content was measured by OptEIA™ Set (BD Biosciences) following manufacturer’s instructions.

### Flow cytometry

Spleens and tumors were homogenized and cells were incubated for 10 min with Fc Block™ (BD-Biosciences) and stained with antibodies (**Supplementary Table S1**). Lymphocyte functions were analyzed after 4 hour stimulation with OVA(257-264) or OVA(323-339) (10 μM) in the presence of GolgiStop and GolgiPlug (BD-Biosciences). For cytoplasmic and intranuclear staining, BD Cytofix/Cytoperm™ kit and Foxp3/Transcription Factor Staining Buffer Set (eBioscience™) were used. Non-stimulated cells were used as controls. Samples were acquired with Cytoflex cytometer (Beckman Coulter) and data were analyzed using FlowJo software (Tree Star Inc.).

### DC isolation

Spleens of Vert-X mice were processed using Collagenase/DNase and CD11c^+^ cells were isolated using MagniSort™ Mouse CD11c Positive Selection Kit and autoMACS^®^ Pro Separator. Next, cells were stained and IL-10^+^ and IL-10^-^ CD11c^+^, I-A^b+^ cells were sorted using FACSAria flow cytometer, after excluding CD3^+^, NKp46^+^ and CD19^+^ cells. Purified DC were lysed and stored in RLT buffer (Qiagen).

### RNAseq

RNAseq experiments were carried out using purified DC from Vert-X mice and tumor extracts from C57BL/6J mice treated according to different protocols (Supplementary Methods).

### Gene expression analyses

RNAseq data analysis was performed as described (14), with minor modifications. Sample quality was verified using FastQC; alignment of reads to the mouse genome (mm10) was performed using STAR (15); gene expression quantification using read counts of exonic gene regions was carried out with featureCounts; the gene annotation reference was Gencode; and differential expression statistical analysis was performed using R/Bioconductor (16). Gene expression data were normalized with edgeR and voom. After quality assessment and outlier detection with R/Bioconductor, a filtering process was performed. Genes with <6 read counts in more than 50% of the samples were considered as not expressed. LIMMA (Linear Models for Microarray Data) was used to identify genes with significant differential expression between conditions (Fold-change>2 and adjusted P <0.05). Data can be accessed at GEO (GSE198973, GSE198974 respectively). Gene ontology analysis and Gene set enrichment analysis (GSEA) were performed using Panther (http://www.pantherdb.org) and www.gsea-msigdb.org. Enrichment analyses were carried out using the Molecular Signatures Database (MSigDB) as well as signatures extracted from Immgen (https://www.immgen.org).

### Statistical analysis

Statistical analysis was performed using GraphPad Prism (GraphPad) v7. After checking for normality, T-tests and ANOVA, or non-parametric tests, were used. LogRank tests were used for survival analysis. A P < 0.05 was taken to represent statistical significance.

## Results

### IL-10-producing DC display a distinct gene expression pattern

To identify potential targets in DC-IL-10^+^, we first carried out RNAseq experiments with DC obtained from IL-10 reporter Vert-X mice. We used DC from naive mice or from mice immunized with OVA+Imiquimod or OVA+poly(I:C). 

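Splenic DC from Vert-X mice, a reporter strain in which IL-10-producing cells are fluorescent, were studied by bulk RNAseq of sorted cells. The sorted cells were CD11c+ I-Ab+, left after excluding CD3+, NKp46+ and CD19+ cells, and were parted by the IL-10 reporter. The 11 libraries formed 4 groups, with 3 libraries of DC-IL-10+ and 3 of DC-IL-10− from Imiquimod-immunized mice, 3 of DC-IL-10− from poly(I:C)-immunized mice and 2 of DC-IL-10− from naive mice. The last 3 groups are called Imiquimod DC-IL-10−, poly(I:C) DC-IL-10− and naive DC here, and the naive libraries are labelled replicates 1 and 3. According to the sample labels, cells were taken 48 hours after vaccination and came from 20 mice per library in both groups of Imiquimod-immunized mice, from 3 to 5 mice in the poly(I:C) group and from 3 to 4 mice in the naive group, whereas the legend of Figure 1 gives pools of 10 to 20 mice per group. The libraries were made by a 3' method (MARS-seq adapted to bulk RNA), so counts come mostly from the ends of transcripts. Reads were checked with FastQC 0.11.5, aligned with STAR 2.5.3a and counted per gene with featureCounts 1.6.0 by the authors, without regard to strand and without multi-mapping reads, and the deposited values are these raw counts for 54752 genes. Total counts were 6147722, 4453179 and 9027855 in DC-IL-10+, 8712661, 8184019 and 9556892 in Imiquimod DC-IL-10−, 8365881, 6850630 and 7928176 in poly(I:C) DC-IL-10−, and 3450609 and 7340141 in naive DC. The paper states 10 M reads per sample, and the values given here use the counted totals. A count of 3 corresponds to 0.289 to 0.940 CPM (counts scaled to a common library total) depending on the library, and no collapsing by molecular identifiers is recorded, so such floors are taken to cover counting error only. From the raw counts, genes with fewer than 6 counts in more than 50% of the libraries were left out as in the paper, which kept 12733 genes and 99.7% to 99.8% of the counts of each library. Counts were normalized by TMM, and groups were compared with the quasi-likelihood test of edgeR fitted to all 11 libraries. A gene is called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 2, the thresholds of the paper, which used limma. Gene groups were compared with the other genes by the camera test, with a preset and with an estimated correlation between genes. Values per group are means of TMM-normalized CPM with the SD over libraries, and each library is a pool of mice, not a single mouse.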

DC-IL-10^+^ were only generated in Imiquimod-immunized mice and principal component analysis showed that they clustered apart from the other DC subsets. 

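DC-IL-10+ sat at one end of the first principal component, naive DC at the other, and DC-IL-10− from both kinds of immunized mice between them. The first component held 46.8% of the variance over 12733 genes, and its scores were -67.7 to -76.3 in the 3 libraries of DC-IL-10+, -26.5 to 20.6 in the 6 libraries of DC-IL-10− from immunized mice, and 80.4 and 115 in the 2 naive libraries. Gzmb, Gimap4, Gzma, Prf1 and Saa3, among them genes of the cytotoxic granule, had the largest loadings on the side of DC-IL-10+. Slc8a2, Cd209d, Cdhr3, Slc6a12 and Cd209a, a C-type lectin of DC, had the largest loadings on the opposite side. Genes were taken for their loadings after the values were seen. The next components held 16.4% and 12.3% of the variance. By Euclidean distance of log2 CPM, libraries of DC-IL-10+ lay 117.8 on average from those of Imiquimod DC-IL-10−, 125.6 from those of poly(I:C) DC-IL-10− and 182.5 from naive DC, against 63.4 among themselves. The mean distance was 136.9 between DC-IL-10+ and all other DC and 109.3 within these sets, a difference of 27.6 (exact permutation test, one-sided, p = 0.0545, where the smallest p possible is 0.00606). Counting the real one, 9 splits of the libraries gave a difference as large, and the other 8 each placed both naive libraries with 1 further library. Leaving out a single library of DC-IL-10− gave an exact permutation p of 0.0167, 0.0333 or 0.0417 without replicate 1, 2 or 3 of Imiquimod DC-IL-10− (differences of 32.9, 32.4 and 30.7), 0.00833 without either naive library (28.6 without replicate 1 and 31.3 without replicate 3), and 0.0417 without any of the replicates from poly(I:C)-immunized mice (26.9, 26.5 and 26.3). Without any 1 library of DC-IL-10+ it was 0.111 (differences of 23.0, 23.5 and 25.8, smallest p possible 0.0222), and with each gene scaled to unit variance it was 0.115 (16.5). Over the 500 genes with the largest variance the difference was 25.1 (exact permutation p = 0.00606), and with 1 minus Spearman's correlation as the distance it was 0.0401 (exact permutation p = 0.0364).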

DC-IL-10^-^ from Imiquimod or poly(I:C)-immunized mice grouped together, but separated from DC from naive mice (**Figure 1A**). Therefore, for subsequent analyses we compared DC-IL-10^+^ and DC-IL-10^-^ from Imiquimod-immunized mice. This comparison revealed 923 genes upregulated in DC-IL-10^+^ (with IL-10 in a prominent position) and 1052 genes upregulated in DC-IL-10^-^ (**Figure 1B**). 

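Against naive DC, both Imiquimod DC-IL-10− and poly(I:C) DC-IL-10− expressed more mRNA of several antiviral genes of the interferon response and of mitosis. Oasl1, an interferon-induced antiviral protein, was at 96.4 ± 36.3 CPM (SD, n = 3) in Imiquimod DC-IL-10− and 11.9 ± 5.38 CPM (SD, n = 2) in naive DC. This is a log2 fold change of 2.98 (standard error 0.39, adjusted p = 3.0e-04). Ifit2, of the same response, was at 24.5 ± 1.36 CPM (SD, n = 3) in poly(I:C) DC-IL-10− and 6.20 ± 2.12 CPM (SD, n = 2) in naive DC. The log2 fold change was 1.95 (standard error 0.28, adjusted p = 0.0010). Bub1, a mitotic checkpoint kinase, rose in both, by 3.99 on the log2 scale (adjusted p = 2.0e-04) after Imiquimod and by 5.03 (adjusted p = 2.4e-04) after poly(I:C). Of 25 interferon-stimulated genes, 11 were higher and 1 was lower after Imiquimod and 12 were higher and none was lower by edgeR, DESeq2 or limma-voom after poly(I:C) (1 by limma-voom with weights), the same counts as adjusted over the list alone, and at an unadjusted p under 0.05 edgeR gave 2 lower after poly(I:C). The one that fell after Imiquimod was Stat2, which relays interferon signals (-1.15 on the log2 scale, adjusted p = 0.0020), named after its value was seen. Without Imiquimod DC-IL-10− replicate 1 it was -0.93 (adjusted p = 0.012). The median log2 fold changes of the 25 were 0.67 (camera adjusted p = 0.024, adjusted p = 0.65 with an estimated correlation) and 0.64 (camera adjusted p = 0.052, adjusted p = 0.84 with an estimated correlation), and the first was 0.70 without Imiquimod DC-IL-10− replicate 1 or naive replicate 1 (camera adjusted p = 0.054 to 0.19), while the second was 0.51 to 0.97 without naive replicate 3 or poly(I:C) replicate 2 (camera adjusted p = 0.0071 to 0.038). Between poly(I:C) DC-IL-10− and Imiquimod DC-IL-10− directly, Oasl1 was lower (-1.62, adjusted p = 0.0062), and no other of the 25 was called by edgeR, DESeq2 or limma-voom, with 1 higher and 3 lower at an unadjusted p under 0.05 from edgeR (median log2 fold change 0.01, camera adjusted p = 0.99). Across all genes, 2034 were higher and 1061 lower in Imiquimod DC-IL-10− than in naive DC, 1619 were higher and 437 lower in poly(I:C) DC-IL-10− than in naive DC, and 298 were higher and 485 lower in poly(I:C) DC-IL-10− than in Imiquimod DC-IL-10−. Of the genes called, 97.9%, 99.8% and 99.2% had libraries that did not overlap between the groups, against 51.5%, 56.4% and 28.1% of all tested genes, where chance gives 20% for the comparisons with naive DC and 10% for the last. The threshold itself favours genes without overlap, so the shares of the called genes are not separate support. The mean distance between poly(I:C) DC-IL-10− and Imiquimod DC-IL-10− was 103.1, against 152.6 and 132.1 from naive DC to Imiquimod DC-IL-10− and poly(I:C) DC-IL-10−. Naive DC differed from the immunized DC by more than the distances within each set, by 49.2 (exact permutation test, one-sided, p = 0.0357, the smallest that 2 libraries against 6 allow, with 26.4 as the highest of the other splits), and without 1 of the naive libraries the difference was 64.2 or 36.2 (exact permutation p = 0.143, then the smallest possible). Between poly(I:C) DC-IL-10− and Imiquimod DC-IL-10− the corresponding difference was 27.1 (exact permutation test, one-sided, p = 0.1, the smallest that 3 libraries against 3 allow, with 1.08 as the highest of the other splits). The counts against naive DC rested on 2 naive libraries and moved with them. Without naive replicate 3, 1137 genes were higher and 629 lower after Imiquimod and 756 were higher and 137 lower after poly(I:C), the last of these being 750 without naive replicate 1 and 231 without poly(I:C) replicate 3. Between the adjuvants, 458 genes were higher without Imiquimod DC-IL-10− replicate 2 and 185 without poly(I:C) replicate 3, and 307 were lower without poly(I:C) replicate 2. Changes against naive DC also followed the GC content of the last 500 nucleotides of the transcript, as the plot of log2 fold change by GC content shows. With an offset per library for GC content, added after the values were seen, 837 genes were higher and 581 lower after poly(I:C), where 43.5% of the genes called without it kept their call, and 1538 were higher and 1149 lower after Imiquimod (67.7%). The balance also moved with library size as the only scaling, which gave 2037 higher and 116 lower after poly(I:C) and 2695 higher and 487 lower after Imiquimod, with only the 2 groups fitted (1169 and 562 after Imiquimod), and with no fold change minimum (1268 lower after poly(I:C) and 1828 after Imiquimod).

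**Figure D1:**
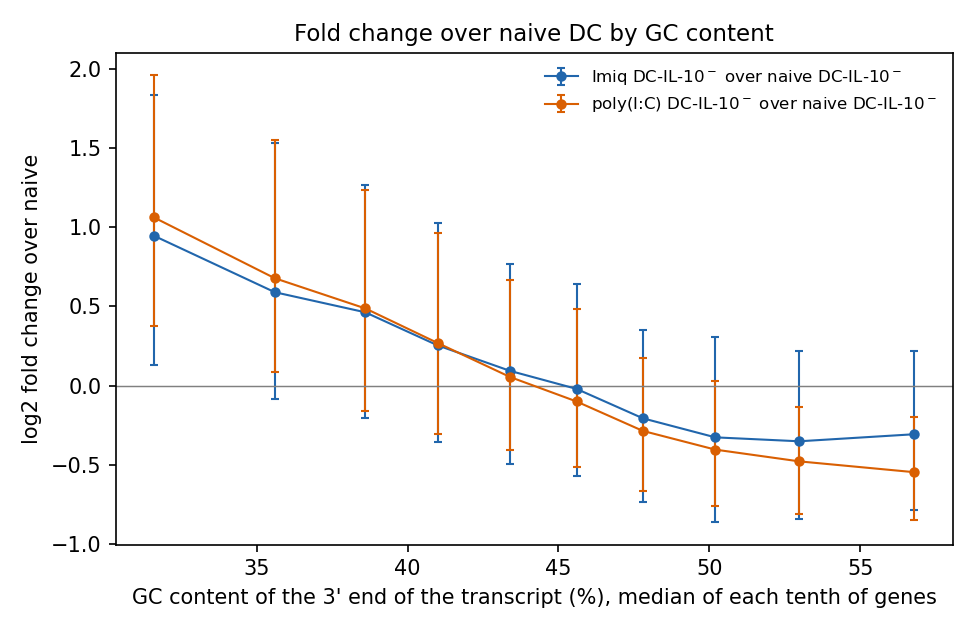
Median log2 fold change over naive DC (points) with quartiles (bars) for tested genes in bins with equal numbers of genes by the GC content of the last 500 nucleotides of the transcript, for Imiquimod DC-IL-10− and poly(I:C) DC-IL-10−. The medians go from 0.95 and 1.06 in the bin with the lowest GC content to -0.31 and -0.55 in the bin with the highest.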

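Il10 (ENSMUSG00000016529.5, chromosome 1 of GRCm38 from 131019845 to 131024974) was measured at 65.3 ± 16.6 CPM (SD, n = 3) in DC-IL-10+ and 0.822 ± 0.924 CPM (SD, n = 3) in DC-IL-10− from the same kind of mice, with no overlap between libraries. Its raw counts were 383, 257 and 767 in DC-IL-10+ and 18, 3 and 2 in DC-IL-10−, and they were 0 to 13 in the 5 libraries of naive DC and poly(I:C) DC-IL-10−. Because 6 of the 11 libraries held fewer than 6 counts, the filter on low counts removed Il10 from the test, and with edgeR's own filter (filterByExpr) its log2 fold change was 6.25 (standard error 0.63, adjusted p = 8.3e-05). Across the 12733 genes tested, 654 were higher and 946 lower in DC-IL-10+ than in DC-IL-10−, where the paper gives 923 and 1052. By limma-voom the counts were 764 and 893 here. Of the genes called by edgeR, 98.7% had libraries that did not overlap between the groups, against 10% by chance and 34.7% of all tested genes. The threshold itself favours such genes, so their share is not separate support. Cytotoxic effector genes were among the largest increases. Gzmb, the protease granzyme B, was at 6951 ± 862 CPM (SD, n = 3) in DC-IL-10+ and 364 ± 379 CPM (SD, n = 3) in DC-IL-10−. On the log2 scale the change was 4.25 (standard error 1.15, adjusted p = 0.024). Without DC-IL-10+ replicate 1 or DC-IL-10+ replicate 2 it was 4.14 to 4.29 (adjusted p = 0.051 to 0.055), and over all libraries left out in turn it ranged from 3.69 to 5.39, with the highest value without Imiquimod DC-IL-10− replicate 1. Gzmk, granzyme K, had a log2 fold change of 3.91 (standard error 0.66, adjusted p = 0.0019), and Klrg1, an inhibitory receptor of NK and T cells, one of 3.82 (standard error 0.75, adjusted p = 0.0047). The other large increases were Klhl30 (4.38), Rgs16 (4.15), Itih5 (4.00), Tnni1 (3.83), Styk1 (3.77), Serpinb9b (3.69) and Baiap3 (3.67), all as log2 fold changes past the threshold. With 1 library left out, Itih5 ranged from 3.39 to 6.82, Styk1 from 3.25 to 6.13, Serpinb9b from 3.07 to 5.28 and Baiap3 from 3.12 to 5.48. Crispld2, a secreted protein, fell most among genes above 20 CPM, from 114 ± 37.6 CPM (SD, n = 3) in DC-IL-10− to 6.62 ± 2.44 CPM (SD, n = 3) in DC-IL-10+. That gave a log2 fold change of -4.11 (standard error 0.33, adjusted p = 3.9e-05). Aire, a transcriptional regulator expressed in some migratory DC, had a log2 fold change of -3.84 (standard error 0.26, adjusted p = 1.7e-05), and Adam11, a membrane protein of the ADAM family, one of -3.95 (standard error 0.32, adjusted p = 3.9e-05). Prnp (-3.80), Plekhs1 (-3.52), Asprv1 (-3.49) and Ppp1r14a (-3.48) were also among the largest decreases on the log2 scale.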

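Several genes of complement, of antigen receptor signalling and of NK, T and plasma cells were higher in DC-IL-10+ than in DC-IL-10− from Imiquimod-immunized mice. C1qa, C1qb and C1qc encode the chains of complement C1q, which macrophages also make. C1qb was at 917 ± 350 CPM (SD, n = 3) in DC-IL-10+ and 136 ± 101 CPM (SD, n = 3) in DC-IL-10−. The change on the log2 scale was 2.76 (standard error 0.48, adjusted p = 0.0025), and C1qa and C1qc had log2 fold changes of 2.93 (adjusted p = 0.0056, 2.52 to 3.99 with 1 library left out) and 2.83 (adjusted p = 0.0027). Cd55, which protects cells from complement, had a log2 fold change of 3.39 (standard error 0.48, adjusted p = 1.0e-03). Of 11 complement genes tested, 7 were higher and none was lower by edgeR, DESeq2 or limma-voom, with 7 higher and 0 lower adjusted over the list alone and 1 lower at an unadjusted p under 0.05 from edgeR. The median log2 fold change over the list was 2.08 (camera adjusted p = 1.0e-05, adjusted p = 0.19 with an estimated correlation). Lat and Zap70, which relay signals of the T cell receptor, had log2 fold changes of 2.62 (standard error 0.53, adjusted p = 0.0052) and 2.95 (standard error 0.65, adjusted p = 0.0087), while Plcg1 fell by 1.91 (adjusted p = 6.4e-04). Of 22 genes of antigen receptor signalling, 9 were higher and 1 was lower (Plcg1), with 11 higher and 2 lower adjusted over the list alone. Their log2 fold changes had a median of 1.39 (camera adjusted p = 0.011, adjusted p = 0.44 with an estimated correlation), and 10 of the 22 are also in other lists. Klrk1, the activating receptor NKG2D, was at 287 ± 28.9 CPM (SD, n = 3) in DC-IL-10+ and 79.9 ± 29.5 CPM (SD, n = 3) in DC-IL-10−. Between the groups, the log2 fold change was 1.85 (standard error 0.26, adjusted p = 7.3e-04). Ncr1, which encodes the NKp46 used to exclude NK cells in the sort, was at 174 ± 8.78 CPM (SD, n = 3) in DC-IL-10+ and 20.1 ± 16.8 CPM (SD, n = 3) in DC-IL-10− (log2 fold change 3.11, adjusted p = 0.017), and with edgeR's robust spread it was 3.11 (adjusted p = 0.050). Of 12 markers of NK and cytotoxic cells, 7 were higher and none was lower by edgeR, DESeq2 or limma-voom, with 9 higher and 0 lower adjusted over the list alone and 0 lower at an unadjusted p under 0.05 from edgeR. As a list, they had a median log2 fold change of 2.92 (camera adjusted p = 3.7e-06, adjusted p = 0.23 with an estimated correlation). Of 16 T cell markers, 8 were higher and 3 were lower (Cd8b1, Cd5 and Icos), with 10 higher and 4 lower adjusted over the list alone. Over these genes, the median log2 fold change was 2.23 (camera adjusted p = 0.033, adjusted p = 0.56 with an estimated correlation), and without DC-IL-10+ replicate 2 the median was 2.05 (camera adjusted p = 0.065). Cd3d and Cd3g, of the CD3 complex used in the same exclusion, were called higher, with log2 fold changes of 2.37 and 3.34 (adjusted p = 0.028 and 0.010). Cd3e, of the same complex, was at 0.614 to 1.26 CPM in these libraries, near the floor, and was not called (log2 fold change -0.14, adjusted p = 0.90). Trac had a log2 fold change of 1.69 (adjusted p = 0.0041), whereas Cd8b1, Cd5 and Icos fell by 1.73, 2.31 and 1.69 on the log2 scale (adjusted p = 0.0013, 0.0015 and 0.0035). Igkc, the immunoglobulin kappa constant region, was at 2098 ± 1200 CPM (SD, n = 3) in DC-IL-10+ and 174 ± 121 CPM (SD, n = 3) in DC-IL-10−. These levels give a log2 fold change of 3.59 (standard error 0.60, adjusted p = 0.0020), and Mzb1, a chaperone of plasma cells, rose by 2.77 (adjusted p = 0.0038). Of 8 plasma cell genes, 5 were higher (Igkc, Mzb1, Ighg2c, Derl3 and Sdc1) and none was lower by edgeR, DESeq2 or limma-voom, with 6 higher and 0 lower adjusted over the list alone and 0 lower at an unadjusted p under 0.05 from edgeR. The list had a median log2 fold change of 1.96 (camera adjusted p = 1.3e-04, adjusted p = 0.19 with an estimated correlation). Of 9 B cell markers, 1 was higher (Ighm) and none was lower by edgeR (1 by DESeq2, 2 by limma-voom), with 1 higher and 1 lower adjusted over the list alone and 3 lower at an unadjusted p under 0.05 from edgeR. At the median, the log2 fold change was -0.20 (camera adjusted p = 0.53, adjusted p = 0.78 with an estimated correlation), with a mean of -0.48. The lists stand in for gene ontology terms, since no ontology database was used.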

GO analyses of genes upregulated in DC-IL-10^+^ included terms associated with Immune response, Immune system process, Adaptive immune response and Activation and Regulation of immune response, in agreement with their capacity to regulate immune processes (**Figure 1C**, top). However, terms associated with DC-IL-10^-^ were mainly related to Cell adhesion (**Figure 1C**, bottom), possibly related to their role as stimulatory antigen presenting cells.

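Most of the cadherins tested were lower in DC-IL-10+ and several integrins were higher, both compared with DC-IL-10− from Imiquimod-immunized mice. Cdh1 (ENSMUSG00000000303.12, chromosome 8 of GRCm38 from 106603351 to 106670246), or E-cadherin, was at 2.44 ± 0.521 CPM (SD, n = 3) in DC-IL-10+ and 31.7 ± 12.2 CPM (SD, n = 3) in DC-IL-10−. This is a log2 fold change of -3.66 (standard error 0.50, adjusted p = 5.6e-04). Ctnnd2, which encodes a catenin that binds cadherins, had a log2 fold change of -3.51 (standard error 0.26, adjusted p = 3.8e-05), and Flrt3, a transmembrane protein of cell adhesion, one of -3.97 (standard error 0.47, adjusted p = 2.3e-04). Cdhr3, Cdh22 and Cdh17, further cadherins, fell by 3.52, 2.98 and 2.39 on the log2 scale (adjusted p = 2.2e-04, 0.0027 and 0.0068). Of 11 members of the cadherin superfamily tested, from 119 listed, none was higher by edgeR, DESeq2 or limma-voom and 8 were lower, with 0 higher and 8 lower adjusted over the list alone and 0 higher at an unadjusted p under 0.05 from edgeR. The median log2 fold change over the list was -2.53 (camera adjusted p = 8.3e-05, adjusted p = 0.12 with an estimated correlation). With every gene that had at least 1 count tested, this list no longer passed the camera test, at a median of -0.07 (adjusted p = 0.19). Itgal, the alpha chain of LFA-1, was at 432 ± 88.2 CPM (SD, n = 3) in DC-IL-10+ and 96.4 ± 55.3 CPM (SD, n = 3) in DC-IL-10−. The log2 fold change was 2.16 (standard error 0.40, adjusted p = 0.0032). Itga9, Itgad and Itga6, further integrin alpha chains, had log2 fold changes of 3.15, 2.33 and 1.61 (adjusted p = 0.0021, 0.0029 and 0.0028). Of 21 integrins tested, 9 were higher and none was lower by edgeR, DESeq2 or limma-voom (1 by limma-voom with weights), with 9 higher and 0 lower adjusted over the list alone and 1 lower at an unadjusted p under 0.05 from edgeR. Their log2 fold changes had a median of 0.76 (camera adjusted p = 5.8e-04, adjusted p = 0.21 with an estimated correlation). Some of these integrins are also expressed by lymphocytes and macrophages, whose marker genes were higher in DC-IL-10+ too.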

**Figure 1:**
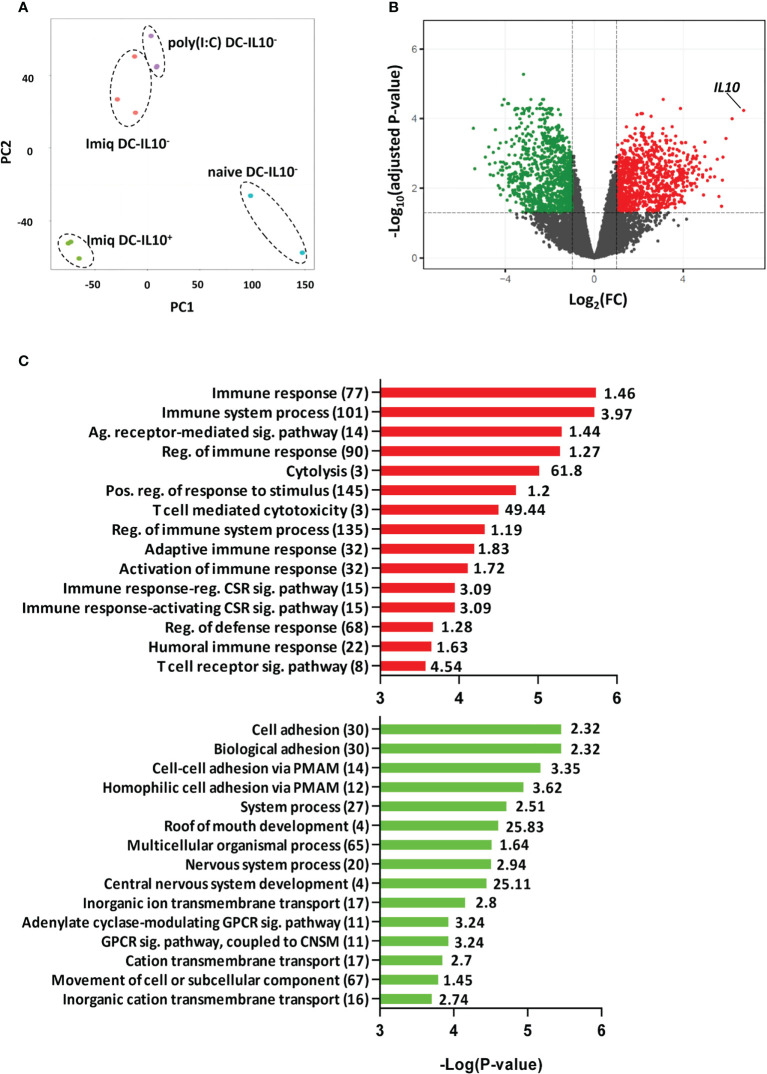
DC IL-10^+^ have a different transcriptomic profile. Splenic DC from Vert-X mice (naïve or immunized with OVA + Imiquimod or poly(I:C) adjuvants) pooled from 10-20 mice/group, were purified according to their IL-10 production profile and subjected to RNAseq experiments. **(A)** Principal component analysis (PCA) of the different treatment DC groups. **(B)** Volcano plot showing DEGs between DC IL-10^+^ and DC IL-10^-^ obtained from Imiquimod vaccinated mice. Colored dots represent significant (FC>2, adjusted P <0.05) DEGs between groups, with green dots representing down-regulated genes and red dots up-regulated genes in DC IL-10^+^. **(C)** Most significantly enriched GO terms in up-regulated and down-regulated genes according to Panther. Values in brackets indicate the number of genes classified under a particular GO term, with the enrichment value shown to the right. (Ag, Antigen; Sig, Signaling; Reg, Regulation; Pos, Positive; CSR, Cell Surface Receptor; PMAM, Plasma Membrane Adhesion Molecule; GPCR, G protein-coupled receptor; CNSM, Cyclic nucleotide second messenger).

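Several cell cycle genes were higher in DC-IL-10+ than in Imiquimod DC-IL-10−. Of 20 of these genes tested, 6 were higher and none was lower by edgeR, DESeq2 or limma-voom, with 6 higher and 0 lower adjusted over the list alone and 0 lower at an unadjusted p under 0.05 from edgeR. As a list, they had a median log2 fold change of 0.95 (camera adjusted p = 5.6e-09, adjusted p = 0.11 with an estimated correlation), and each of the 20 was above 0. Plk1, a mitotic kinase, was at 52.1 ± 6.22 CPM (SD, n = 3) in DC-IL-10+ and 19.4 ± 1.31 CPM (SD, n = 3) in DC-IL-10−. On the log2 scale the change was 1.42 (standard error 0.19, adjusted p = 4.7e-04). Many markers of NK and cytotoxic cells, T cells, plasma cells and red pulp macrophages were higher in the same libraries (7 of 12, 8 of 16, 5 of 8 and 12 of 14, with 3 T cell markers lower, at medians of 2.92, 2.23, 1.96 and 2.61 and camera adjusted p = 0.23, 0.56, 0.19 and 0.19 with an estimated correlation), and which cells express the cell cycle genes was not resolved. Maf, a transcription factor that drives Il10 in several cell types, had a log2 fold change of 2.78 (standard error 0.39, adjusted p = 6.5e-04), and Ahr, a ligand-activated transcription factor, one of -1.30 (standard error 0.27, adjusted p = 0.0062). Of 21 immunoregulatory molecules, 4 were higher (Maf, Entpd1, Mertk and Axl) and 2 were lower (Ahr and Ptgs2), with 5 higher and 2 lower adjusted over the list alone. Over these genes, the median log2 fold change was -0.23 (camera adjusted p = 0.76, adjusted p = 0.84 with an estimated correlation), with a mean of 0.25. Il10 and Tyro3 belong to the list but failed the filter on low counts, so they are not among the 21. With filterByExpr in edgeR both were higher, with log2 fold changes of 6.25 (adjusted p = 8.3e-05) and 4.41 (adjusted p = 0.0021). Among 18 inflammatory cytokines and chemokines, 4 were higher (Ccl7, Ccl12, Il18 and Ccl2) and 3 were lower (Cxcl16, Tnf and Il15), with 4 higher and 3 lower adjusted over the list alone, with a median of 0.32 (camera adjusted p = 0.47, adjusted p = 0.78 with an estimated correlation), and Ccl7, which recruits monocytes, had a log2 fold change of 3.11 (standard error 0.67, adjusted p = 0.0090). Isg15 fell by 1.10 on the log2 scale (adjusted p = 0.010), and of 25 interferon-stimulated genes, none was higher by edgeR, DESeq2 or limma-voom and 3 were lower (Oas2, Isg15 and Mx2), with 0 higher and 4 lower adjusted over the list alone and 2 higher at an unadjusted p under 0.05 from edgeR, at a median of -0.35 (camera adjusted p = 0.028, adjusted p = 0.33 with an estimated correlation), which was -0.39 to -0.38 without DC-IL-10− replicate 1 or DC-IL-10+ replicate 3 (camera adjusted p = 0.098 to 0.11). No gene of MHC class I presentation was called by edgeR, DESeq2 or limma-voom among 13 tested, and at an unadjusted p under 0.05 from edgeR 1 was higher and 2 were lower, with a median of -0.11 (camera adjusted p = 0.56, adjusted p = 0.77 with an estimated correlation).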

### Single molecule targeting in DC-IL-10^+^ is not effective at improving immune response

Blockade of suppressive molecules overexpressed by DC-IL-10^+^ improves vaccine immunogenicity (10, 11). To identify additional targetable molecules in DC-IL-10^+^, we selected genes upregulated in DC-IL-10^+^ that could be potentially involved in their immunosuppressive capacity and had available inhibitors. This included cytokine/cytokine receptors, enzymes, transcription factors and inflammatory mediators (**Supplementary Figure S1A**). 

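Single genes of prostaglandin synthesis, adenosine production, lipid sensing and TGF-β signalling were called higher in DC-IL-10+ than in Imiquimod DC-IL-10−, and the inhibitory Smad7 was called lower. Ptgs1 (ENSMUSG00000047250.13, chromosome 2 of GRCm38 from 36230426 to 36252272), the enzyme COX-1, was at 11.9 ± 5.35 CPM (SD, n = 3) in DC-IL-10+ and 1.73 ± 1.68 CPM (SD, n = 3) in DC-IL-10−. That gave a log2 fold change of 2.77 (standard error 0.66, adjusted p = 0.013). Without DC-IL-10+ replicate 3 it was 2.42 (adjusted p = 0.051), and over all libraries left out in turn it ranged from 2.41 to 3.89. Pparg (ENSMUSG00000000440.12, chromosome 6 of GRCm38 from 115360951 to 115490399), a nuclear receptor of fatty acids, was at 61.2 ± 21.8 CPM (SD, n = 3) in DC-IL-10+ and 13.9 ± 8.61 CPM (SD, n = 3) in DC-IL-10−. The change on the log2 scale was 2.13 (standard error 0.45, adjusted p = 0.0068). Entpd1 (ENSMUSG00000048120.16, chromosome 19 of GRCm38 from 40612366 to 40741602), which encodes the ectonucleotidase CD39, was at 27.7 ± 2.23 CPM (SD, n = 3) in DC-IL-10+ and 10.7 ± 1.92 CPM (SD, n = 3) in DC-IL-10−. Between the groups, the log2 fold change was 1.37 (standard error 0.19, adjusted p = 7.0e-04), and its level was 28.2 ± 2.22 CPM (SD, n = 2) in naive DC and 40.3 ± 2.92 CPM (SD, n = 3) in poly(I:C) DC-IL-10−, so it was low in Imiquimod DC-IL-10− alone. Msr1, a scavenger receptor of macrophages, had a log2 fold change of 2.44 (standard error 0.65, adjusted p = 0.022). Without Imiquimod DC-IL-10− replicate 3 or DC-IL-10+ replicate 1 it was 1.87 to 2.02 (adjusted p = 0.063 to 0.10), and over all libraries left out in turn it ranged from 1.87 to 3.91, with the highest values of Msr1 and Ptgs1 without Imiquimod DC-IL-10− replicate 1. Smad3 and Tgfbr1, a mediator and a receptor of TGF-β, had log2 fold changes of 1.93 (standard error 0.38, adjusted p = 0.0045) and 1.36 (standard error 0.26, adjusted p = 0.0036). Smad7, which inhibits that pathway, was at 63.2 ± 10.9 CPM (SD, n = 3) in DC-IL-10+ and 182 ± 15.2 CPM (SD, n = 3) in DC-IL-10−. These levels give a log2 fold change of -1.53 (standard error 0.19, adjusted p = 3.7e-04). Pdgfb, a growth factor, was at 56.3 ± 6.61 CPM (SD, n = 3) in DC-IL-10+ and 21.3 ± 5.75 CPM (SD, n = 3) in DC-IL-10− (adjusted p = 0.0024). Il27ra, a cytokine receptor, had a log2 fold change of 1.27 (standard error 0.35, adjusted p = 0.026), and without replicate 2 or 3 of DC-IL-10− or replicate 1 or 2 of DC-IL-10+ it was 1.09 to 1.24 (adjusted p = 0.062 to 0.093). Of these 9 genes, 8 were higher and 1 was lower, also when adjusted over the list alone (camera adjusted p = 1.3e-04, adjusted p = 0.19 with an estimated correlation). Since the study chose them from these libraries, the counts are not independent evidence. Of 13 prostaglandin and leukotriene enzymes, 3 were higher (Tbxas1, Ptgs1 and Ptgis) and 2 were lower (Alox5ap and Ptgs2), with 4 higher and 2 lower adjusted over the list alone. The list had a median log2 fold change of 0.48 (camera adjusted p = 0.20, adjusted p = 0.47 with an estimated correlation). Alox5ap, which activates leukotriene synthesis, fell by 1.20 on the log2 scale (adjusted p = 0.0062). Of 16 genes of TGF-β signalling, 4 were higher (Tgfbr1, Smad3, Itgav and Id3) and 1 was lower (Smad7), with 4 higher and 1 lower adjusted over the list alone. At the median, the log2 fold change was 0.41 (camera adjusted p = 0.065, adjusted p = 0.36 with an estimated correlation), and without DC-IL-10− replicate 1 or DC-IL-10+ replicate 3 the median was 0.44 to 0.50 (camera adjusted p = 0.024 to 0.025).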

As opposed to the results obtained blocking IL-10, PD-1/PD-L1 or TAM receptors, immunization with OVA+Imiquimod in the presence of single inhibitors against these targets did not improve vaccine immunogenicity (**Supplementary Figure S1B**). Of note, Rhein, a MSR1 inhibitor (17), significantly decreased responses as compared to control.

### Most DC-IL-10^+^ have a monocytic origin

We previously showed that DC with upregulated TAM receptor expression, a feature of DC-IL-10^+^, were monocyte derived (11). Moreover, immunosuppressive DC identified in a viral infection model had a monocytic origin (18). Interestingly, RNAseq data indicated that DC-IL-10^+^ also derived from monocytes. Selectins (*Sell*), integrins (*Itgam*), chemokine receptors (*Ccr2*, *Cx3cr1*) and other monocytic markers (*Spic*, *Lyz2*) were upregulated in DC-IL-10^+^ (**Figure 2A**). However, DC-associated markers *Zbtb46*, *Flt3*, chemokine receptors *Ccr7* and *Ccr9*, MHC class II molecules (*H2-Ab1, H2-Eb1* and *H2-Eb2*), Invariant chain *Cd74* and the DC maturation marker *Cd83*, were upregulated in DC-IL-10^-^. Moreover, more comprehensive gen set enrichment analyses using gene datasets of differentially expressed genes (DEGs) between DC and monocytes obtained from Immgen (**Supplementary Table S2**) corroborated the monocytic origin of DC-IL-10^+^ (**Figure 2B**). In addition, we compared the gene expression profile of our DC with data from immunosuppressive DC generated in a chronic viral infection (18). 

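Most monocytic markers of Figure 2A and most markers of red pulp macrophages of the spleen were higher in DC-IL-10+, while most further monocyte markers were not called. Sell (ENSMUSG00000026581.14, chromosome 1 of GRCm38 from 164061982 to 164084181), or L-selectin, was at 385 ± 128 CPM (SD, n = 3) in DC-IL-10+ and 86.4 ± 59.3 CPM (SD, n = 3) in DC-IL-10−. This is a log2 fold change of 2.15 (standard error 0.53, adjusted p = 0.016). Without DC-IL-10+ replicate 2 it was 1.86 (adjusted p = 0.057). Itgam (ENSMUSG00000030786.18, chromosome 7 of GRCm38 from 128062640 to 128118491), or CD11b, was at 499 ± 124 CPM (SD, n = 3) in DC-IL-10+ and 177 ± 102 CPM (SD, n = 3) in DC-IL-10−. The log2 fold change was 1.50 (standard error 0.35, adjusted p = 0.011). Spic (ENSMUSG00000004359.16, chromosome 10 of GRCm38 from 88674772 to 88685015), a transcription factor required for red pulp macrophages, was at 156 ± 80.5 CPM (SD, n = 3) in DC-IL-10+ and 28.2 ± 14.1 CPM (SD, n = 3) in DC-IL-10−. On the log2 scale the change was 2.47 (standard error 0.47, adjusted p = 0.0039). Lyz2, a lysozyme of myeloid cells, had a log2 fold change of 1.72 (standard error 0.38, adjusted p = 0.0085), and it was 1.14 (adjusted p = 0.061) without the 2 libraries with the highest mitochondrial share. Cx3cr1, the fractalkine receptor, had a log2 fold change of 1.39 (standard error 0.44, adjusted p = 0.048), and without replicate 1 or 3 of DC-IL-10− or any 1 replicate of DC-IL-10+ it was 1.06 to 1.54 (adjusted p = 0.061 to 0.14). Ccr2, which guides monocytes out of the bone marrow, was at 181 ± 19.9 CPM (SD, n = 3) in DC-IL-10+ and 53.3 ± 33.6 CPM (SD, n = 3) in DC-IL-10−. That gave a log2 fold change of 1.76 (standard error 0.61, adjusted p = 0.069) that did not pass the threshold. Without Imiquimod DC-IL-10− replicate 2 it was 2.22 (adjusted p = 0.039). Fcgr1, an Fc receptor shown with these markers, had a log2 fold change of 1.52 (standard error 0.48, adjusted p = 0.049), and without replicate 2 or 3 of DC-IL-10− or replicate 1 or 3 of DC-IL-10+ it was 1.23 to 1.48 (adjusted p = 0.10 to 0.18). Of 7 monocytic markers of Figure 2A, 6 were higher and none was lower by edgeR, DESeq2 or limma-voom, with 7 higher and 0 lower adjusted over the list alone and 0 lower at an unadjusted p under 0.05 from edgeR. The median log2 fold change over the list was 1.72 (camera adjusted p = 1.3e-04, adjusted p = 0.19 with an estimated correlation). The paper shows these 7 genes for this difference in the same libraries, so their count and test are not independent evidence. Of 11 further markers of classical monocytes, none was higher by edgeR (1 by DESeq2, 0 by limma-voom) and 1 was lower (Ifitm6), with 1 higher and 1 lower adjusted over the list alone and 1 higher at an unadjusted p under 0.05 from edgeR. Their log2 fold changes had a median of 0.10 (camera adjusted p = 0.54, adjusted p = 0.78 with an estimated correlation), and Ly6c2 and Cd14 were among those not past the threshold. Summed over the listed genes, the level was 1802 ± 1689 CPM (SD, n = 3) in DC-IL-10−, from 674 to 3744 CPM. It was 1207 ± 394 CPM (SD, n = 3) in DC-IL-10+. This spread between the libraries of DC-IL-10− limits what the list can show. Of 12 markers of non-classical monocytes, 4 were higher (Itgal, Spn, Fcgr4 and Cx3cr1) and 1 was lower (Eno3), with 4 higher and 1 lower adjusted over the list alone. As a list, they had a median log2 fold change of 0.79 (camera adjusted p = 0.047, adjusted p = 0.27 with an estimated correlation), and without replicate 2 or 3 of DC-IL-10− or replicate 1 or 3 of DC-IL-10+ the median was 0.57 to 0.99 (camera adjusted p = 0.055 to 0.12). Of 14 markers of red pulp macrophages, 12 were higher and none was lower by edgeR, DESeq2 or limma-voom, with 12 higher and 1 lower adjusted over the list alone and 1 lower at an unadjusted p under 0.05 from edgeR. Over these genes, the median log2 fold change was 2.61 (camera adjusted p = 3.8e-07, adjusted p = 0.19 with an estimated correlation), and 8 of the 14 are also in other lists. Hmox1, which breaks down heme, was at 290 ± 132 CPM (SD, n = 3) in DC-IL-10+ and 39.5 ± 17.3 CPM (SD, n = 3) in DC-IL-10−. The change on the log2 scale was 2.88 (standard error 0.45, adjusted p = 0.0013).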

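The DC markers of Figure 2A and most genes of DC maturation and of MHC class II presentation were lower in DC-IL-10+. Zbtb46 (ENSMUSG00000027583.13, chromosome 2 of GRCm38 from 181387762 to 181459426), a transcription factor of conventional DC, was at 17.0 ± 3.33 CPM (SD, n = 3) in DC-IL-10+ and 63.9 ± 3.98 CPM (SD, n = 3) in DC-IL-10−. Between the groups, the log2 fold change was -1.91 (standard error 0.18, adjusted p = 6.7e-05). Flt3 (ENSMUSG00000042817.15, chromosome 5 of GRCm38 from 147330741 to 147400489), the receptor of a growth factor of DC, was at 104 ± 19.7 CPM (SD, n = 3) in DC-IL-10+ and 532 ± 55.7 CPM (SD, n = 3) in DC-IL-10−. These levels give a log2 fold change of -2.35 (standard error 0.21, adjusted p = 5.2e-05). Ccr7 (ENSMUSG00000037944.8, chromosome 11 of GRCm38 from 99144196 to 99155077), which guides DC to lymph nodes, was at 446 ± 51.9 CPM (SD, n = 3) in DC-IL-10+ and 1986 ± 445 CPM (SD, n = 3) in DC-IL-10−. This is a log2 fold change of -2.15 (standard error 0.32, adjusted p = 9.3e-04), and Ccr9, a chemokine receptor of plasmacytoid DC, fell by 2.61 on the log2 scale (adjusted p = 0.0013). H2-Ab1 (ENSMUSG00000073421.5, chromosome 17 of GRCm38 from 34263209 to 34269418), a chain of the I-Ab molecule used in the sort, was at 1466 ± 177 CPM (SD, n = 3) in DC-IL-10+ and 5334 ± 1948 CPM (SD, n = 3) in DC-IL-10−. The log2 fold change was -1.86 (standard error 0.31, adjusted p = 0.0019). H2-Eb1, Cd74 and Cd83 fell by 1.59, 1.99 and 1.54 on the log2 scale (adjusted p = 0.0017, 0.0023 and 0.0076). H2-Eb2 had a log2 fold change of -2.14 (standard error 0.55, adjusted p = 0.018), and without replicate 3 of DC-IL-10− or any 1 replicate of DC-IL-10+ it was -2.24 to -1.72 (adjusted p = 0.055 to 0.067). All 9 of these markers were lower, also when adjusted over the list alone (median -1.99, camera adjusted p = 5.6e-09, adjusted p = 0.031 with an estimated correlation). Since the paper shows these markers for this difference in these same libraries, the count and the test are not independent evidence. Ciita, the transcriptional activator of MHC class II genes, was at 175 ± 30.6 CPM (SD, n = 3) in DC-IL-10+ and 702 ± 267 CPM (SD, n = 3) in DC-IL-10−. On the log2 scale the change was -2.01 (standard error 0.26, adjusted p = 4.2e-04). Of 11 genes of MHC class II presentation, none was higher by edgeR, DESeq2 or limma-voom and 11 were lower, with 0 higher and 11 lower adjusted over the list alone and 0 higher at an unadjusted p under 0.05 from edgeR. The list had a median log2 fold change of -1.99 (camera adjusted p = 3.6e-10, adjusted p = 0.16 with an estimated correlation), and 4 of them are markers of Figure 2A. Cd80, a costimulatory molecule, was at 10.2 ± 2.34 CPM (SD, n = 3) in DC-IL-10+ and 55.5 ± 11.4 CPM (SD, n = 3) in DC-IL-10−. That gave a log2 fold change of -2.44 (standard error 0.25, adjusted p = 1.0e-04), and Tnfrsf4, Cd200 and Socs2 fell by 2.89, 1.91 and 2.78 (adjusted p = 1.1e-04, 1.3e-04 and 2.5e-04). Of 15 genes of DC maturation and migration, none was higher by edgeR, DESeq2 or limma-voom and 13 were lower, with 0 higher and 13 lower adjusted over the list alone and 0 higher at an unadjusted p under 0.05 from edgeR. At the median, the log2 fold change was -1.88 (camera adjusted p = 1.2e-10, adjusted p = 0.031 with an estimated correlation).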

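The Immgen genes that mark monocytes against DC were enriched among genes higher in DC-IL-10+, and those that mark DC among genes lower in it, with genes going both ways in each list. Supplementary Table S2 lists 219 monocyte genes, of which 208 were in the files and 56 passed the filter on low counts. Of these 56, 10 were higher, 3 were lower and 43 did not pass the threshold (13 higher and 5 lower adjusted over the list alone). Their normalized enrichment score was 1.83 (adjusted p = 3.1e-04 from fgsea), with 24 genes in the leading edge, a median log2 fold change of 0.55 and 64.3% of the genes above 0. Cmklr1, a chemoattractant receptor of myeloid cells, had the smallest adjusted p of the list and was named after its value was seen, with a log2 fold change of 2.99 (standard error 0.46, adjusted p = 0.0013). The table lists 353 DC genes, of which 343 were in the files and 247 passed the filter. Of these 247, 29 were higher, 64 were lower and 154 did not pass the threshold (33 higher and 79 lower adjusted over the list alone). Their normalized enrichment score was -1.92 (adjusted p = 2.2e-08 from fgsea), with 101 genes in the leading edge, a median log2 fold change of -0.53 and 35.6% of the genes above 0. The camera test gave adjusted p = 0.0065 for the monocyte genes and adjusted p = 3.9e-04 for the DC genes with its preset correlation, and adjusted p = 0.21 and adjusted p = 0.054 with an estimated correlation. From the upregulated monocytic markers, the lower DC markers and this enrichment, the paper concludes that DC-IL-10+ derive from monocytes. It adds a signature of immunosuppressive DC from chronic viral infection and flow cytometry to this reasoning. The paper further reports fewer DC-IL-10+ when monocytes were depleted with clodronate or anti-Ly6C before vaccination, and also when gemcitabine was given before it.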

Cells induced in this context, as opposed to stimulatory DC, have a monocytic origin, and are characterized by IL-10 expression, upregulation of PD-L1 and poor stimulatory capacity. These analyses demonstrated a significant gene set enrichment, supporting again the monocytic origin of DC-IL-10^+^ (**Supplementary Figure S2**). These results were confirmed *via* flow cytometry. More than 60% of DC-IL-10^+^ generated after OVA + Imiquimod vaccination derived from monocytes, while only around 25% in the case of DC-IL-10^-^, and DC-IL-10^-^ from OVA+poly(I:C)-vaccinated mice (**Figure 2C**) had this origin. In order to distinguish DC-IL-10^+^ from macrophages, we measured F4/80 expression and observed that, while an important percentage of F4/80^+^ macrophages belong to the CD11b^+^ subset, DC-IL-10^+^ expressed very low levels of F4/80 (**Supplementary Figure S3**).

**Figure 2:**
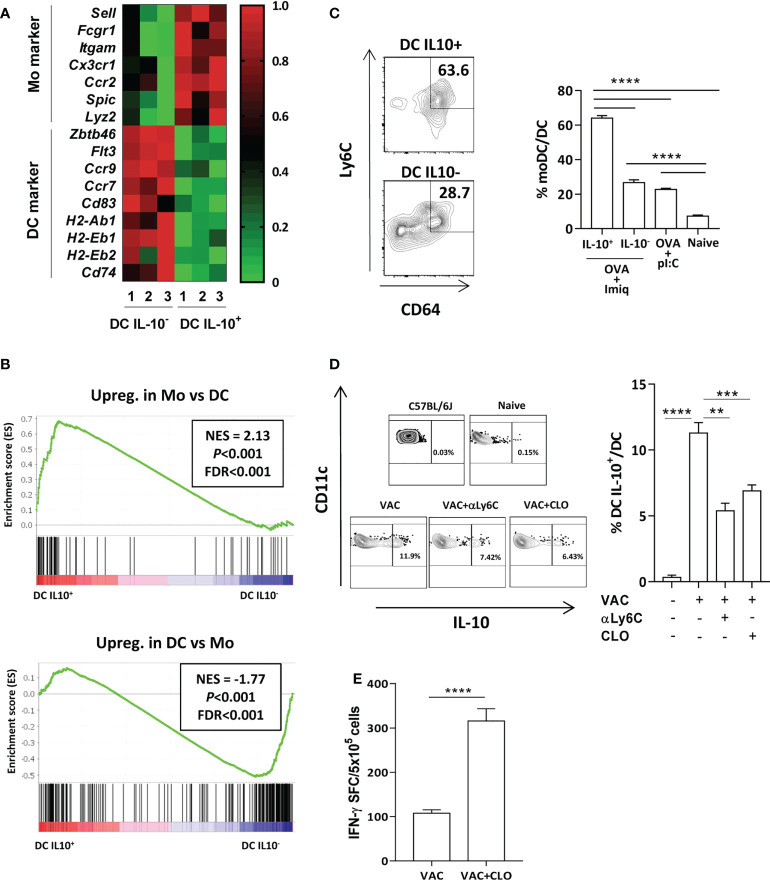
Most DC IL-10^+^ have a monocytic origin. **(A)** Expression heatmap of monocyte- and DC-associated genes in DC IL-10^+^ vs DC IL-10^-^ according to RNAseq data. **(B)** Gene set enrichment analysis of genes found in DC IL-10^+^ using gene signatures from the Immgen database observed in monocytes (upper panel) or in DC (lower panel) NES: normalized enrichment score. Statistical parameters (P and FDR) were provided by the GSEA webpage, calculated as described in Subramanian et al. (19). **(C)** Expression of monocyte markers in splenic DC from vaccinated Vert-X mice according to their IL-10-production capacity. Representative plots (left) and summary (4-8 mice/group). **(D)** Vert-X mice were immunized with OVA + Imiquimod (VAC) with or without monocyte-depleting agents: clodronate (CLO) or anti-Ly6C antibodies (αLy6C). DC were gated as CD11c^high^, I-A^b high^ cells and the percentage of DC IL-10^+^ was calculated for each group. A control untreated C57BL/6J mice is also shown. Representative plots (left panels) and summary (n=4 mice/group). **(E)** C57BL/6J mice (n=6-8/group) were immunized with OVA + Imiquimod with or without clodronate and one week later responses against OVA(257-264) CD8 T-cell epitope were determined by ELISPOT, measuring the number of spot forming cells (SFC). Bars show mean + SEM (**, P < 0.01; ***, P < 0.001; ****, P < 0.0001).

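Most markers of plasmacytoid DC and of cDC2 were lower in DC-IL-10+ than in Imiquimod DC-IL-10−, as were 2 markers of cDC1. Siglech, a lectin of plasmacytoid DC, was at 6.09 ± 1.51 CPM (SD, n = 3) in DC-IL-10+ and 38.4 ± 11.4 CPM (SD, n = 3) in DC-IL-10−. The change on the log2 scale was -2.67 (standard error 0.36, adjusted p = 4.7e-04), and Spib, a transcription factor of these cells, fell by 2.41 (adjusted p = 6.8e-05). Of 11 markers of plasmacytoid DC, none was higher by edgeR, DESeq2 or limma-voom and 7 were lower, with 0 higher and 8 lower adjusted over the list alone and 0 higher at an unadjusted p under 0.05 from edgeR. The median log2 fold change over the list was -1.74 (camera adjusted p = 5.5e-07, adjusted p = 0.16 with an estimated correlation). Esam, Irf4 and Cd4, of cDC2, fell by 2.82, 1.28 and 1.88 (adjusted p = 1.2e-04, 0.0027 and 0.0060). Of 11 markers of cDC2, none was higher by edgeR, DESeq2 or limma-voom (1 by limma-voom with weights) and 7 were lower, with 0 higher and 7 lower adjusted over the list alone and 0 higher at an unadjusted p under 0.05 from edgeR. Their log2 fold changes had a median of -1.28 (camera adjusted p = 0.0018, adjusted p = 0.11 with an estimated correlation). Batf3, a transcription factor of cDC1, fell by 1.79 (adjusted p = 8.0e-04). Of 12 markers of cDC1, none was higher by edgeR, DESeq2 or limma-voom and 2 were lower (Batf3 and Wdfy4), with 0 higher and 2 lower adjusted over the list alone and 2 higher at an unadjusted p under 0.05 from edgeR. As a list, they had a median log2 fold change of -0.30 (camera adjusted p = 0.56, adjusted p = 0.78 with an estimated correlation). The medians of cDC1 and cDC2 differed by 0.98 (standard error of the difference 0.558), less than 2 standard errors. Those of cDC1 and plasmacytoid DC differed by 1.44 (0.598), more than 2 standard errors, and those of cDC2 and plasmacytoid DC by 0.46 (0.668). These standard errors come from resampling genes and not libraries.

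**Figure D2:**
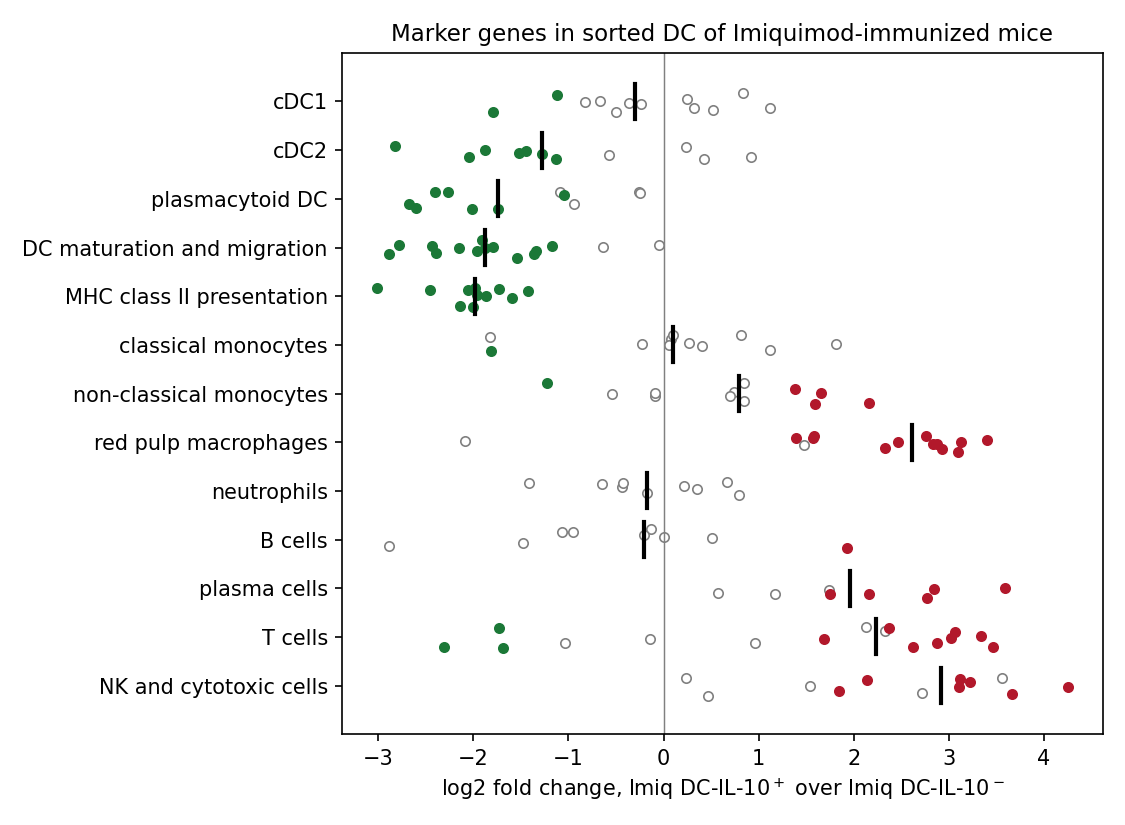
Log2 fold change of DC-IL-10+ over DC-IL-10− from Imiquimod-immunized mice for each tested gene of 13 lists, with genes past the threshold filled in red (higher) or green (lower), other genes open, and a black bar at the median of each list. The medians are negative for the cDC1, cDC2, plasmacytoid DC, maturation and MHC class II lists, and the highest is that of NK and cytotoxic cells at 2.92.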

Finally, we used as monocyte depleting agents clodronate liposomes or anti-Ly6C before vaccination. Although under these experimental conditions they induced a reduction in total CD11b^+^ myeloid cells, this mainly corresponded to monocytes, since decrease of macrophage proportions did not reach statistical significance (**Supplementary Figure S4**, upper panels). According to this monocyte depletion, lower proportions of monocyte-derived DC were observed, mainly in mice treated with clodronate (**Supplementary Figure S4**, lower panels). In agreement with a potential monocytic origin of DC-IL-10^+^, we observed that mice treated with clodronate or antiLy6C had lower proportions of DC-IL-10^+^ (**Figure 2D**). Moreover, pretreatment with clodronate resulted in a higher vaccine immunogenicity (**Figure 2E**). Anti-Ly6C was not included in these experiments, since TCR stimulation upregulates Ly6C on T cells (20). Thus, in the absence of monocytes, the generation of DC-IL-10^+^ is reduced, facilitating induction of a more potent immunity.

### Gemcitabine depletes DC-IL-10^+^ and improves vaccine potency

Gemcitabine, a chemotherapeutic agent approved for different tumors (12), has immunomodulatory properties (21, 22), including depletion of some myeloid cells (23). Thus, gemcitabine administration at a dose of 75 mg/kg at days -1 and 0 pre-vaccination significantly inhibited the DC-IL-10^+^ generation, whereas administration at days 0 and 1 had no effect (**Figure 3A**), indicating the necessity of a previous monocyte depletion to prevent DC-IL-10^+^ generation. Depletion resulted in enhanced vaccine-induced CD8 and CD4 T-cell responses, even when using a lower dose of 30 mg/kg (**Figure 3B**), which still impaired generation of DC-IL-10^+^ (**Figure 3C**). Equivalent enhanced vaccine immunogenicity was obtained using peptides AH1-A5 (target in breast (24) and colon cancer (25) models in BALB/c mice) (**Figure 3D**), and ELA [from Melan-1/MART antigen and used in human melanoma vaccination experiments (26)], tested in HHD-DR1 mice (**Figure 3E**).

**Figure 3:**
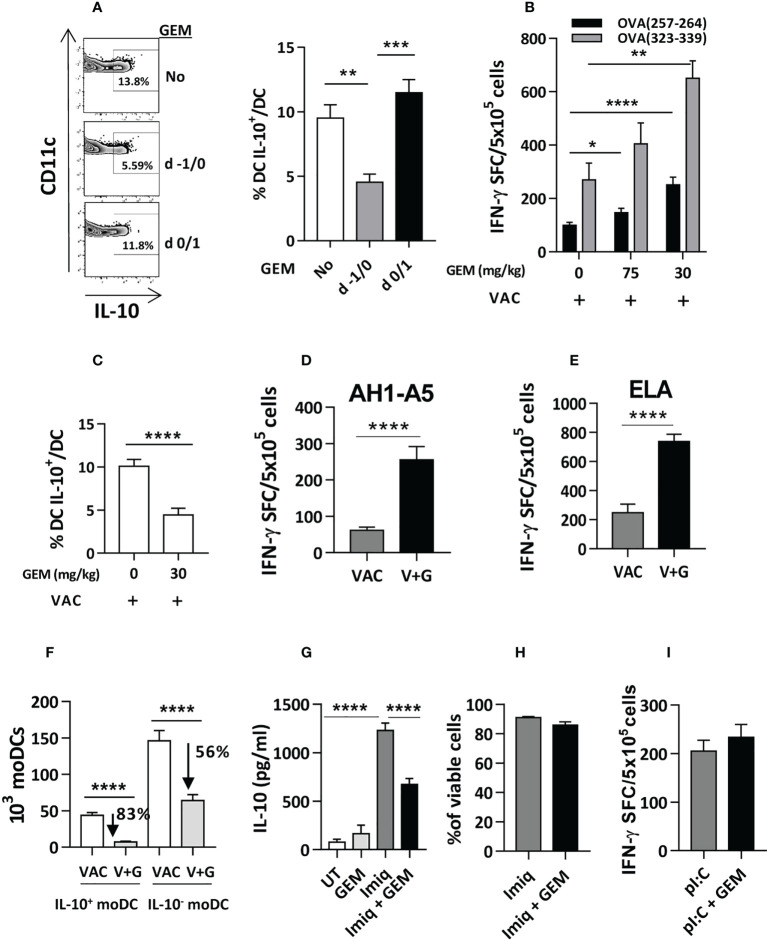
Gemcitabine administration reduces generation of DC IL-10^+^ and improves vaccine immunogenicity. **(A)** Gemcitabine (GEM) was administered to Vert-X mice (n=4-8/group) before (days -1/0) or during (days 0/1) vaccination with OVA and two days later the percentage of splenic DC IL-10^+^ was measured. **(B)** Different doses of gemcitabine were administered to C57BL/6J mice (n=4-12/group) before vaccination with OVA (VAC) and responses against OVA(257-264) and OVA(323-339) peptides were determined by an IFN-gamma ELISPOT, measuring the number of spot forming cells (SFC). **(C)** Effect of administration of 30 mg/kg of gemcitabine on DC IL-10^+^ generation before vaccination (VAC) of C57BL/6J mice (n=12/group). **(D)** BALB/c or **(E)** HHD mice (n=4-7 mice/group) were vaccinated with peptide AH1-A5 or ELA, respectively (VAC) or received the vaccine plus gemcitabine (V+G). One week later responses against the immunizing peptides were determined by ELISPOT. **(F)** Effect of gemcitabine administration on the generation of DC IL-10^+^ and DC IL-10^-^ (n=12 mice/group) according to their monocytic origin. Bone marrow-derived DC were left untreated (UT), treated with Imiquimod, gemcitabine or both, and IL-10 secretion (n=12 wells/condition) **(G)** and cell viability (n=4) **(H)** were determined. **(I)** C57BL/6J mice (n=8-10/group) were immunized with OVA + poly(I:C) with or without gemcitabine and responses against OVA(257-264) peptide were determined by ELISPOT. Bars show mean + SEM (*, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001).

Analysis of the effect of gemcitabine on IL-10^+^ and IL-10^-^ moDC subsets, revealed that gemcitabine reduced splenic IL-10^+^ moDC numbers by 83%, as opposed to a 56% reduction of IL-10^-^ moDC (**Figure 3F**). *In vitro* experiments with gemcitabine and Imiquimod showed that gemcitabine reduced Imiquimod-induced IL-10 production (**Figure 3G**), unrelated to gemcitabine toxicity on DC (**Figure 3H**). Finally, gemcitabine administration previous to immunization with poly(I:C) as adjuvant (where all moDC are DC-IL-10^-^), did not improve vaccine immunogenicity (**Figure 3I**), suggesting that its effect occurs mainly through DC-IL-10^+^. These results indicate that gemcitabine impairs the generation of IL-10-producing DC, which could be partially explained by an effect on IL-10 production, resulting in stronger T-cell responses.

### Gemcitabine improves the therapeutic effect of vaccination associated with enhanced T-cell immunity

We next tested the therapeutic effect of the gemcitabine-containing vaccine in mice bearing relevant tumors. We discarded the 4T1 breast cancer model, since depletion of its high number of myeloid derived suppressor cells (MDSC) could mask its effect on vaccine-induced DC. The LLC lung cancer model is resistant to ICI immunotherapy (27) and has lower MDSC levels (10% of splenocytes) than 4T1 or CT26 models (30-40%) (28). We generated an OVA-expressing LLC tumor, specifically recognized by OVA-immunized mice (**Supplementary Figure S5A**) and with 5% splenic MDSC (**Supplementary Figure S5B**). Short-term therapeutic vaccination showed that, whereas vaccination alone barely affected tumor growth, gemcitabine decreased tumor size. The vaccine and gemcitabine combination rejected a higher number of tumors (7 out of 17 (41%) in the combination vs 2 out of 17 (12%) in the gemcitabine group) (**Figure 4A**). Long-term survival experiments showed that untreated mice and mice treated with monotherapies died before day 40, while 25% of mice survived in the combination treatment group (**Figure 4B**).

**Figure 4:**
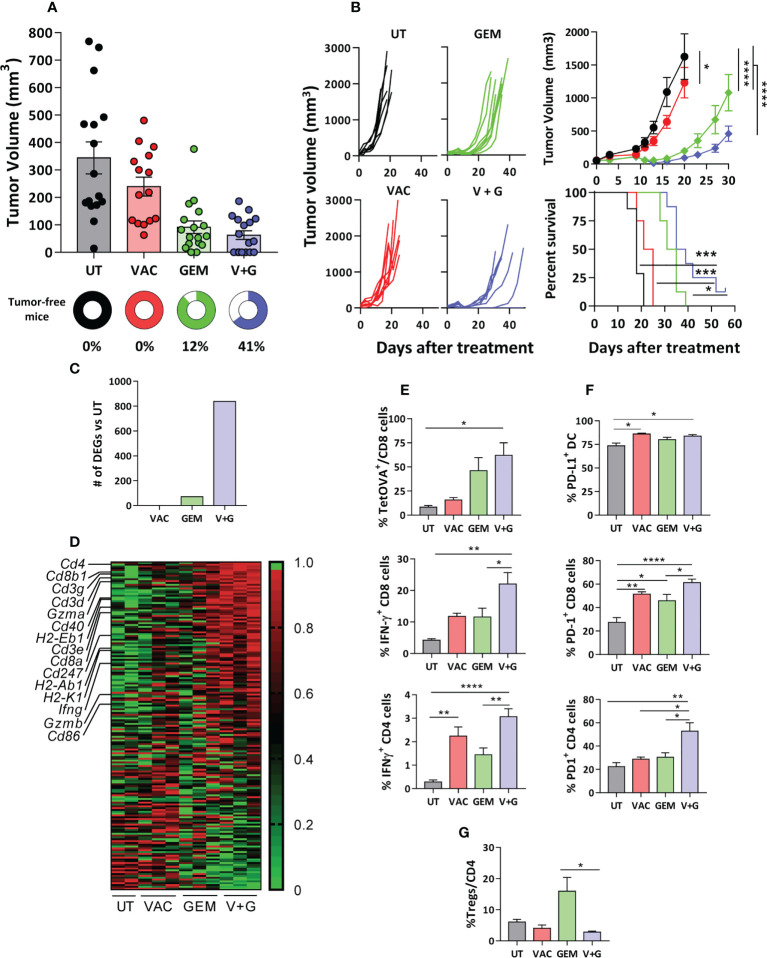
Gemcitabine improves the therapeutic effect of vaccination associated with enhanced T-cell immunity. C57BL/6J mice bearing 5-6 mm LLC-OVA tumors were untreated (UT) or treated with OVA + Imiquimod vaccine (VAC), gemcitabine (GEM) or the combination (V+G). **(A)** Tumor volume and the percentage of tumor-free mice were determined at day 11 of treatment (n=15-17 mice/group). **(B)** Tumor growth curves and survival were studied in long-term experiments (n=8 mice/group). **(C)** Representative tumors (n=3/group; except UT, n=2) from mice treated for one week were obtained and gene expression was analyzed by RNAseq. Bars correspond to differentially expressed genes with respect UT mice (FC>2, adjusted P <0.05). **(D)** Gene expression heatmap corresponding to genes included in the GSEA hallmark dataset “Allograft rejection” in the four groups. Tumors (n=5-8/group) were obtained after one week of treatment and % of TetOVA^+^ cells and IFN-γ-producing CD8 and CD4 T-cells **(E)**, PD-L1^+^ DC and PD-1^+^ CD8 and CD4 cells **(F)** and Tregs **(G)** were determined by flow cytometry. Bars show mean + SEM (*, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001).

We next investigated the possible factors associated with the enhanced efficacy of the combination treatment compared to the vaccine and gemcitabine monotherapies. By using samples obtained from tumor-bearing Vert-X mice after a single treatment cycle, we confirmed that addition of gemcitabine to vaccination decreased the number of DC-IL-10^+^, not only in the spleen but also in tumor-draining lymph nodes (**Supplementary Figure S6**). RNAseq studies of tumor samples of C57BL/6J mice after a single treatment cycle showed that the combination group had the highest number of DEGs when compared with untreated mice (**Figure 4C**). GSEA revealed that the Allograft Rejection signature from the GSEA Hallmark was common to all comparisons (**Supplementary Figure S7**). Thus, genes related to T-cell subsets (*Cd4*, *Cd8a*, *Cd8b1*), CD3 and ζ chain (*Cd3g*, *Cd3d*, *Cd3e*, *Cd247*), T-cell effector molecules (*Ifng*, *Gzma*, *Gzmb*) and mature DC (*H2-Eb1*, *H2-Ab1*, *H2-K1*, *Cd40, Cd86*) were strongly upregulated in the combination group (**Figure 4D**). Flow cytometry confirmed that the combination group had the highest levels of OVA(257-264)-specific CD8 T-cells (TetOVA), as well as IFN-γ-producing OVA-specific CD8 and CD4 T-cells (**Figure 4E**). Similar findings were observed in splenic cells, with increased proportion of OVA-specific cytokine-producing CD8 and CD4 T-cells in the combination group, but not in Tregs (**Supplementary Figure S8**). Interestingly, the combination group had the highest percentages of PD-1^+^ tumor CD4 and CD8 T cells (**Figure 4F**). Notably, although gemcitabine enhanced the number of infiltrating Tregs, its combination with vaccination did not show such increase in Treg percentages (**Figure 4G**).

Regarding myeloid cells, no significant changes were observed in the percentages of tumor CD11b^+^ cells or total DC (**Supplementary Figures S9A, B**). In the case of DC IL-10^+^, studies carried out in Vert-X mice with LLC-OVA tumors showed that, as in the spleen or draining lymph nodes, higher levels were observed after vaccination, but they decreased in the combination group, although this did not reach statistical significance (P=0.1) (**Supplementary Figure S9C**). Furthermore, more than 80% of tumor DC were PD-L1^+^ in most groups (**Figure 4F**). These results provided a suitable scenario for the addition of PD-1 blocking antibodies to the combination.

### The vaccine + gemcitabine combination enhances the therapeutic efficacy of PD-1 blockade in a tumor-dependent manner

We tested if combination treatment with vaccine + gemcitabine could improve responses to anti-PD-1 therapy in LLC-OVA and B16-OVA tumors, known to be poor responders to anti-PD-1. As reported for parental LLC tumors (27), anti-PD-1 did not delay LLC-OVA tumor growth, whereas vaccine + gemcitabine significantly delayed tumor growth, increasing long-term survival (P<0.001). Surprisingly, although combination of vaccine + gemcitabine with anti-PD-1 was superior to anti-PD-1 monotherapy (P<0.01), it did not show improved efficacy over vaccine + gemcitabine (**Figures 5A, B**), even at higher anti-PD-1 doses (**Supplementary Figure S10**). In B16-OVA tumors, monotherapies with gemcitabine or anti-PD-1 had no significant anti-tumor effect, whereas vaccination, and to a greater extend, vaccination + gemcitabine (P<0.001), significantly delayed tumor growth. As opposed to LLC-OVA, the effect of this combination was more dependent on vaccination than on gemcitabine. Interestingly, the triple combination vaccination + gemcitabine and anti-PD-1 clearly reduced tumor growth (P<0.001 vs remaining groups) and prolonged survival (P<0.01 vs VAC+GEM; P<0.001 vs anti-PD-1), with 75% of mice alive and tumor-free at day 60 (**Figures 5C, D**). These data indicate that combining vaccination with gemcitabine and ICI can significantly delay B16-OVA tumor growth.

**Figure 5:**
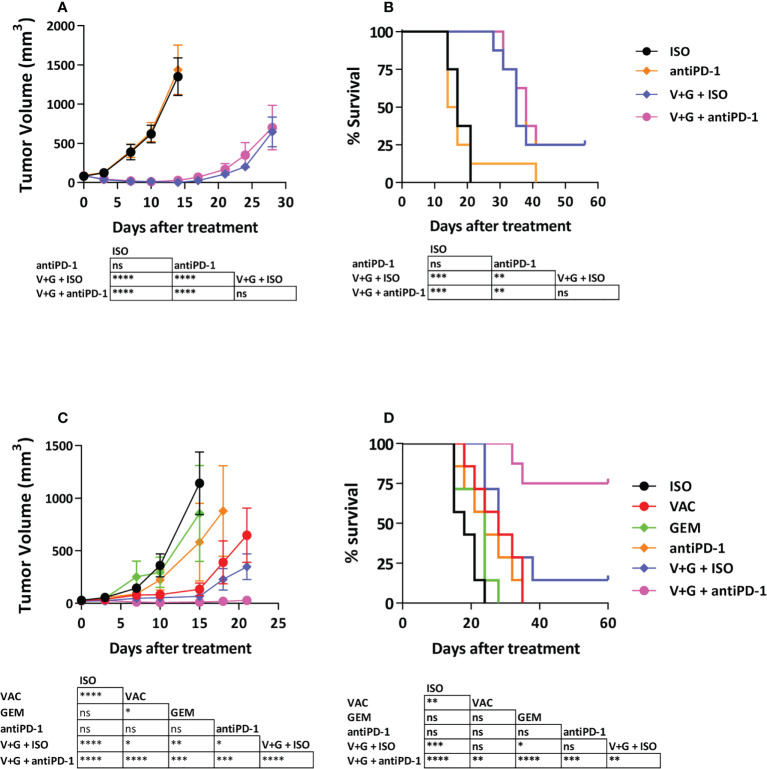
Antitumor efficacy of the combination Vaccine + Gemcitabine with PD-1-blocking antibodies. C57BL/6J mice (n=7-8/group) with 5-6 mm LLC-OVA **(A, B)** or B16-OVA **(C, D)** tumors were treated with different combinations of vaccine, gemcitabine, anti-PD-1 antibodies or isotype control antibodies. Tumor growth **(A, C)** and animal survival **(B, D)** were evaluated twice per week. (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001). ns, non significant.

### CD8 T-cells in non-responder mice to combinations with anti-PD-1 display an exhausted phenotype with multiple inhibitory receptors

To elucidate the different behavior of LLC-OVA and B16-OVA tumor-bearing mice we characterized several tumor features. *In vitro* experiments with tumor cells demonstrated a higher sensitivity of LLC-OVA to gemcitabine (IC_50 =_ 329 nM) when compared to B16-OVA (IC_50 =_ 1895 nM) (**Supplementary Figure S11**), explaining its stronger *in vivo* antitumor effect. Regarding immune parameters, LLC-OVA contained a more enriched CD45^+^ infiltrate (**Figure 6A**), with an abundant group of myeloid cells (**Figure 6B**), but the proportion of CD4, CD8 T-cells and DC (**Figure 6B**) and Tregs (**Supplementary Figure S12**) was higher in B16-OVA tumors. Moreover, B16-OVA tumors contained more antigen-specific TetOVA^+^ CD8 T-cells (**Figure 6C**). Of note, LLC-OVA tumors had more TetOVA^+^ cells expressing PD-1, LAG3 or TIM3 (**Figure 6D**), and a combined analysis revealed a higher number of exhausted T-cells, with simultaneous expression of all three molecules in about 80% of TetOVA^+^ cells. By contrast, TetOVA^+^ cells in B16-OVA tumors contained more triple negative cells, and to a minor extend, cells expressing only PD-1 or PD-1 and LAG3 (**Figure 6E**). These data indicate that tumor infiltrating antigen-specific T cells had a more exhausted phenotype in LLC-OVA tumors compared to B16-OVA.

**Figure 6:**
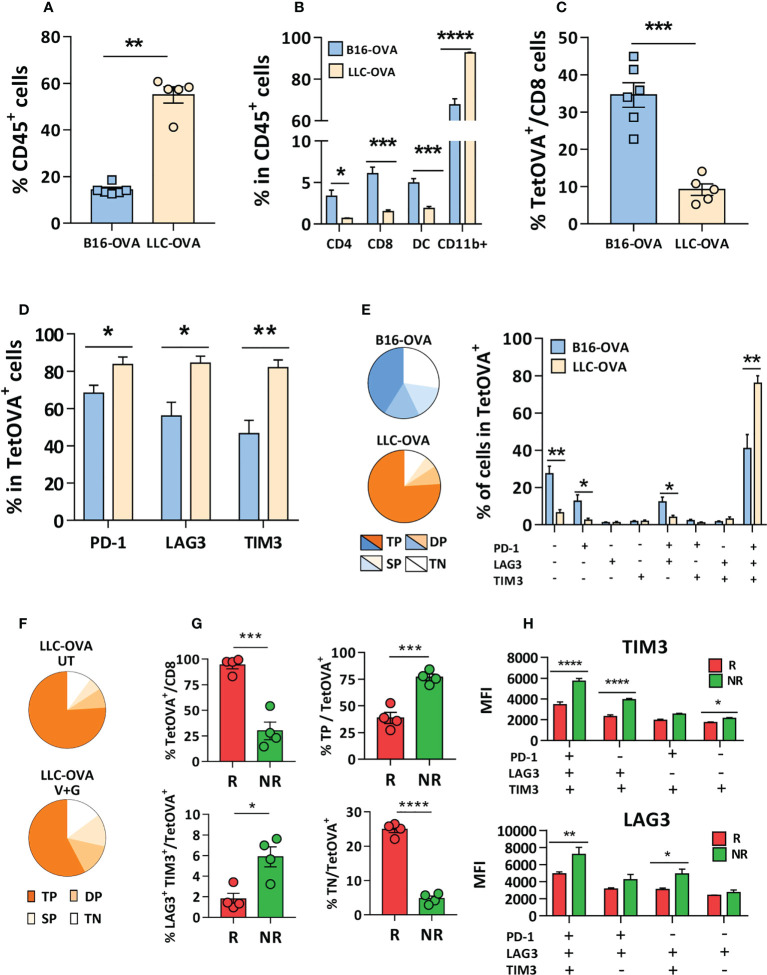
CD8 T-cells in non-responder mice to combinations with anti-PD-1 display an exhausted phenotype with multiple inhibitory receptors. Five mm LLC-OVA or B16-OVA tumors (n=5-6/group) were obtained from untreated C57BL/6J mice and flow cytometry was used to determine **(A)** the CD45^+^ leukocytic infiltrate, **(B)** the proportion of CD4, CD8, DC and myeloid CD11b^+^ cells and **(C)** TetOVA^+^ cells in CD8 cells. In the case of TetOVA^+^ cells, the proportion of cells expressing PD-1, LAG3 or TIM3 **(D)** and the combined expression of these markers is shown grouped as pie chart (triple negative, TN; single positive, SP; double positive, DP; triple positive, TP) or in individual bars **(E)**. Mice with LLC-OVA tumors (n=8/group) were treated for one week with vaccine + gemcitabine (V+G) or left untreated (UT) and the proportion of TN, SP, DP and TP TetOVA^+^ cells was determined by flow cytometry **(F)**. Percentage of TetOVA^+^ cells, TP, DP (LAG3^+^TIM3^+^) and TN cells in mice responding (R) or not (NR) (n=4/group) to vaccine + gemcitabine treatment after one week **(G)** and the fluorescence intensity **(H)** of LAG3 and TIM3 in TetOVA^+^ cells positive for these markers. Bars show mean + SEM (*, P<0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001).

Further analysis of lymphocytes in LLC-OVA tumors treated with vaccine + gemcitabine showed a decrease of triple positive cells (PD-1^+^LAG3^+^TIM3^+^) and increase of triple negative cells (PD-1^-^LAG3^-^TIM3^-^), presumably reflecting the generation of non-exhausted cells with antitumor capacity (**Figure 6F**). Moreover, separate analysis of TILs in mice responding (R; volume < 500 mm^3^) or not (NR) to vaccine + gemcitabine therapy revealed that R mice had higher percentage of infiltrating TetOVA^+^ T-cells than NR mice. R mice also had less triple positive and double positive (TIM3^+^/LAG3^+^) cells and more triple negative cells (**Figure 6G**). Nonetheless, expression of these markers (measured as fluorescence intensity) was higher in triple positive cells and in some double-positive cells (**Figure 6H**) in NR mice. Overall, these data suggest that besides PD-1, antigen-specific cells in mice not responding to vaccine + gemcitabine combination have additional inhibitory receptors that would impede response to anti-PD-1 therapy.

## Discussion

Modulation of immunosuppressive mechanisms may enhance the efficacy of immunotherapy. Therefore, to enhance vaccine immunogenicity and further improve responses to ICI, we carried out a systematic gene expression analysis in DC-IL-10^+^, immunosuppressive DC induced during vaccination. RNAseq revealed a different expression profile for DC-IL-10^+^, identifying potential targets like cytokines (IL-27, TGF-β), enzymes (COX-1, CD39), receptors (PDGFR, PPAR-γ), etc, with known immunomodulatory properties. However, none of the inhibitors tested improved vaccine immunogenicity. 

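Among genes of the potential targets that the paper names from the RNAseq, the enzymes, PPAR-γ and the receptor genes Il27ra and Tgfbr1 were measured higher than in Imiquimod DC-IL-10−, and the cytokine genes Il27 and Tgfb1 were not called. Il27 encodes a subunit of IL-27 and was at 43.9 ± 15.6 CPM (SD, n = 3) in DC-IL-10+ and 55.2 ± 19.3 CPM (SD, n = 3) in DC-IL-10−. Between the groups, the log2 fold change was -0.33 (standard error 0.42, adjusted p = 0.67). Tgfb1, the cytokine TGF-β1, was at 53.3 ± 8.26 CPM (SD, n = 3) in DC-IL-10+ and 53.4 ± 18.3 CPM (SD, n = 3) in DC-IL-10−. These levels give a log2 fold change of 0.00 (standard error 0.26, adjusted p = 1.0). The PDGF receptor gene Pdgfra had no counts in the 6 libraries from Imiquimod-immunized mice, and Pdgfrb was at 0.161 ± 0.165 CPM (SD, n = 3) in DC-IL-10+ and 0.122 ± 0.131 CPM (SD, n = 3) in DC-IL-10−, at or below 3 counts per library, so a difference in these receptors was not detectable at this depth, whereas their ligand gene Pdgfb was called higher.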

Processing of samples for DC purification may induce non-specific DC activation or loss of DC surface markers, masking detection of relevant targets. This could be a potential explanation for our failure in identifying molecules/pathways whose inhibition would increase vaccine immunogenicity. Alternatively, although we did not confirm expression of differentially expressed genes at the protein level, we may hypothesize that a hierarchy of immune elements, as recently proposed for innate immunity in cancer (29) (in our case with immunosuppressive properties, like IL-10, PD-L1 or MERTK) emerges with a higher relevance than those included in the present studies.

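Several lipid and lysosome genes of macrophages were higher in DC-IL-10+ than in Imiquimod DC-IL-10−, and no neutrophil marker was called. Apoe and Ctsd, a lipid carrier and a lysosomal protease of macrophages, were at 438 ± 135 and 1394 ± 248 CPM (SD, n = 3) in DC-IL-10+ and at 93.5 ± 32.6 and 296 ± 131 CPM (SD, n = 3) in DC-IL-10− (log2 fold changes 2.23 and 2.23, adjusted p = 4.7e-04 and 7.0e-04). Of 16 lipid and lysosome genes of macrophages, 8 were higher and none was lower by edgeR (1 by DESeq2, 0 by limma-voom), with 9 higher and 1 lower adjusted over the list alone and 1 lower at an unadjusted p under 0.05 from edgeR. Over these genes, the median log2 fold change was 1.14 (camera adjusted p = 3.0e-04, adjusted p = 0.23 with an estimated correlation). Of 12 Fc and scavenger receptors, 6 were higher and none was lower by edgeR, DESeq2 or limma-voom, with 7 higher and 1 lower adjusted over the list alone and 1 lower at an unadjusted p under 0.05 from edgeR. The list had a median log2 fold change of 1.19 (camera adjusted p = 0.014, adjusted p = 0.19 with an estimated correlation), and without the 2 libraries with the highest mitochondrial share the camera adjusted p was 0.057. Nr1h3, a nuclear receptor of marginal zone macrophages, had a log2 fold change of 2.51 (standard error 0.45, adjusted p = 0.0027), and of 2 such genes tested it alone was called (1 higher and 1 lower adjusted over the list alone, median 0.66, camera adjusted p = 0.56, adjusted p = 0.70 with an estimated correlation). No neutrophil marker among 9 tested was called by edgeR, DESeq2 or limma-voom, and at an unadjusted p under 0.05 edgeR gave none, DESeq2 1 higher and limma-voom 1 higher and 1 lower (median -0.17, camera adjusted p = 0.88, adjusted p = 0.94 with an estimated correlation).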

Interestingly, expression analyses revealed that DC-IL-10^+^ have monocytic origin. Pro-immunogenic moDC may be generated in infections (30) or during inflammation (31), but under other circumstances (11, 18, 32) these moDC can adopt an immunosuppressive profile. Considering this, we demonstrated that monocyte depletion using gemcitabine, a chemotherapeutic drug, reduces the generation of DC-IL-10^+^ and enhances vaccine immunogenicity. Several effects have been described for gemcitabine, including direct antitumor effects (12), immunomodulatory (21) and MDSC-depleting capacity (33). Here, we demonstrate that it also eliminates monocytic precursors that originate immunosuppressive DC. Although we cannot discard the DC-IL-10^+^-independent effects on the efficacy of gemcitabine in our combination protocols, the enhanced immunogenicity in tumor-free mice and the use of tumor models with poor presence of MDSC suggest a relevant mechanism through inhibition of moDC generation. The depleting action of gemcitabine operates through DC-IL-10^+^, since no effects on vaccine immunogenicity were observed when using a poly(I:C)-containing vaccine, and possibly also associated with a lower IL-10 production, as shown *in vitro*. Data from preclinical models and patients (34, 35) show reduced IL-10 production associated with gemcitabine, pointing out to the relevance of the elimination of this important immunosuppressive mechanism used by DC-IL-10^+^ (10). On the other side, the gemcitabine-induced depleting effects, including not only monocytes, but also neutrophils, have to be considered. Neutropenia is a common effect after gemcitabine administration (36), which may lead to dose reduction. However, we believe that the doses proposed and its time of administration (only during vaccination) may not have adverse effects beyond those currently observed in patients treated with gemcitabine. Alternative strategies for the future, centered on monocyte depletion, would be more specific. In this regard, it has been recently reported the development of a drug-conjugated anti-CD64 antibody for tumor treatment (37), that could be also useful in our vaccination context.

The lack of IL-10 induction capacity by poly(I:C)-containing vaccine would justify the use of this adjuvant, which would not require IL-10 blockade or gemcitabine use, as we propose in our Imiquimod-based model. However, in addition to Imiquimod, there are additional vaccine adjuvants targeting other TLR molecules, which are in development in preclinical and clinical phases (e.g.TLR4 or TLR9 ligands), with known capacity to induce IL-10 (10, 38–40). With these adjuvants, the presence of IL-10 should be considered, and the use of strategies targeting this pathway would potentially boost their immune potency.

In addition to inhibiting the stimulatory capacity of APC, IL-10 has beneficial effects by enhancing functional properties of effector CD8 T cells or by inhibiting immunopathology generated during inflammatory diseases. However, we believe that our past protocol of single time point inhibition of IL-10 or the current blockade of generation of DC-IL-10^+^ during vaccination, should mainly affect priming capacity of APC.

In line with our final goal of improving ICI-based therapies, we tested the combination of vaccine + gemcitabine in anti-PD-1 poor responder tumor models such as LLC-OVA and B16-OVA (27, 41). Enhanced antitumor effects were observed, although the underlying mechanisms were different. LLC-OVA tumor growth was inhibited more by gemcitabine, whereas B16-OVA tumors were more sensitive to vaccination. Differential tumor cell sensitivity and their immune microenvironment (e.g. higher levels of myeloid CD11b^+^ cells in LLC-OVA, which may hamper immune stimulating therapies (42, 43), or the higher lymphocytic infiltrate in B16-OVA, suggestive of a less hostile environment for lymphocyte infiltration) may account for these differences. Interestingly, the combined therapy induced the highest levels of PD-1^+^ infiltrating T-cells, indicating its suitability to accompany PD-1-blocking therapies.

Strategies combining vaccine + gemcitabine with anti-PD-1 were superior to anti-PD-1 monotherapy. However, whereas in LLC-OVA tumors this was due to the vaccine + gemcitabine combination, in B16-OVA tumors, a synergistic effect was observed, with 75% of long-term surviving mice. Some clues would explain these differences. First, LLC-OVA tumors contain more CD11b^+^ myeloid cells, but lower levels of subsets associated with better responses to ICI, such as T-cells (6, 44, 45) and DC (46–48). Although vaccination may increase the number of infiltrating T-cells, the higher basal T-cell levels observed in B16-OVA may indicate an environment more favorable for lymphocyte infiltration. Second, percentages of T cells expressing PD-1, LAG3 or TIM3 are significantly higher in LLC-OVA tumors, with higher per-cell expression, characteristic of cells with reduced expansion capacity after PD-1 blockade (49). Moreover, LLC-OVA have more triple positive cells, indicative of a more exhausted status that requires multiple checkpoint blockade for reinvigoration (50–52). Third, mice with LLC-OVA tumors responding to vaccine + gemcitabine therapy showed a downregulation of the expression of inhibitory receptors. However, although optimized vaccines may improve immune checkpoint profile of T-cells, there is still an important percentage of cells with expression of multiple receptors, requiring combined blockade to achieve functional rescue.

In summary, monocyte depletion before vaccination prevents the generation of immunosuppressive DC, resulting in improved vaccines with enhanced antitumor activity. This optimized vaccine increases response rates to anti-PD-1, but it depends on the nature and characteristics of the tumor infiltrate, which may require additional inhibitors to reach full efficacy.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE198973, https://www.ncbi.nlm.nih.gov/, GSE198974.

## Ethics statement

The animal study was reviewed and approved by Comité de Ética de Experimentación Animal-Universidad de Navarra.

## Author contributions

DR, DL and PS conceived and designed experiments. DR, MR, LS, BA, JE, EG, DAj, YS, EC, FN, SB, DAl performed the *in silico*, *in vitro* and *in vivo* studies. DR, DL, SHS, JJL and PS analyzed data. DL and PS supervised the project. DAj and PS, funding. All authors contributed to the article and approved the submitted version.

## Funding

This work was funded by grants from Instituto de Salud Carlos III, Fondo Europeo de Desarrollo Regional “Una manera de hacer Europa” (PI17/00249, PI20/00260 and PI20/00419), Fundación Científica de la Asociación Española Contra el Cáncer, Ministerio de Ciencia e Innovación (PID2019-108989RB-I00), the “Murchante contra el cáncer” initiative and Gobierno de Navarra (Proyectos Estrategicos AGATA, ref 0011-1411-2020-000011 and 0011-1411-2020-000010; and 51-2021).

## Acknowledgments

Authors thank Drs. Kroemer and Escors for their gift of B16-OVA cells and plasmids, respectively.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Gemcitabine-mediated depletion of immunosuppressive dendritic cells enhances the efficacy of therapeutic vaccination
**Source:** Front Immunol. 2022 Oct 10;13:991311. doi: 10.3389/fimmu.2022.991311
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Data

**Supplementary Methods:**

*RNAseq*

In experiments involving DC obtained from VertX mice, total RNA was extracted from purified DC samples using QIAGEN RNeasy Micro Kit. RNA quality was assessed on an Agilent’s 4200 TapeStation System and samples with an RNA Integrity Number (RINe) > 8 were selected. RNA concentration was determined using Qubit 3.0 Fluorometer (Life Technologies). Bulk RNAseq was performed following MARS-Seq protocol adapted for bulk RNAseq (Jaitin et al, 2014) with minor modifications. Poly-A RNA was selected with Dynabeads Oligo (dT) (Ambion) and reverse-transcribed with AffinityScript Multiple Temperature Reverse Transcriptase (Agilent) using poly-dT oligos carrying a 7 bp-index. Up to 8 samples with similar overall RNA content were pooled together and subjected to linear amplification by IVT using HiScribe T7 High Yield RNA Synthesis Kit (New England Biolabs). 

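In this protocol the index on the poly-dT oligo marks the sample, so that samples can be mixed before the amplification and told apart after sequencing. The T7 polymerase copies the pooled cDNA into RNA in a linear way, and priming at the poly-A tail limits the reads to the 3' end of each transcript. Counts per gene therefore depend little on transcript length, and genes that share a 3' end are hard to tell apart. The sample labels do not say which libraries were pooled for amplification.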

Next, aRNA was fragmented into 250-350 bp fragments with RNA Fragmentation Reagents (Ambion) and dephosphorylated with FastAP (Thermo) following manufacturer´s instructions. Partial Illumina adaptor sequences were ligated with T4 RNA Ligase 1 (New England Biolabs), followed by a second RT reaction. Full Illumina adaptor sequences were added during final library amplification with KAPA HiFi DNA Polymerase (Kapa Biosystems). Libraries were sequenced in an Illumina NextSeq 500 at a sequence depth of 10 million reads per sample.

For tumor samples, RNA sequencing was performed by adapting the technology of SCRB-Seq (Bagnoli JW et al., 2018). Briefly, poly-(A)+ RNA were purified using the Dynabeads mRNA DIRECT Purification Kit (ThermoFisher Scientific). poly-(A)+ RNA were annealed to a custom primer containing a poly-(T) tract, a Unique Molecule Identifier (UMI), and a sample barcode. Retrotranscription using Template-switching oligonucleotides (TSO) was then used to synthetize and amplify 3’UTR enriched cDNA, resulting in barcoded cDNA fragments. Library preparation was performed using the Nextera XT library preparation protocol which introduces i5-P5 and i7-P7 structure for massive parallel sequencing. Quality control was performed following pre-amplification RT and library preparation to ensure quality and length accuracy, as well as to equilibrate sample pooling. Libraries were then sequenced using a NextSeq2000 sequencer (Illumina). 5-10 million pair-end reads (100 bp; Rd1:28; Rd2:75) were sequenced for each sample and demultiplexed using Cutadapt. RNAseq was carried out at the Genomics Unit of the Center for Applied Medical Research (CIMA, Universidad de Navarra).

**References**

Jaitin DA, Kenigsberg E, Keren-Shaul H, et al. Massively parallel single-cell RNA-seq for marker-free decomposition of tissues into cell types. Science. 2014;343:776–9.

Bagnoli JW, Ziegenhain C, Janjic A, et al. Sensitive and powerful single-cell RNA sequencing using mcSCRB-seq. Nat Commun. 2018;9:2937

**A**

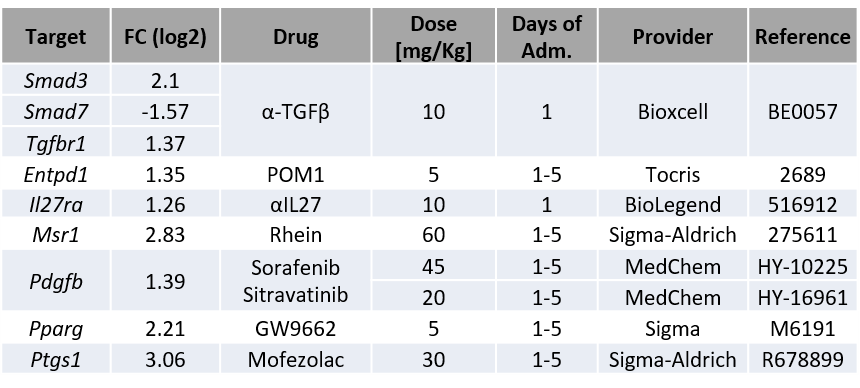

**B**

**Supplementary Figure S1: Combination of vaccine with inhibitors does not improve vaccine immunogenicity.** (A) List of genes differentially expressed in DC-IL-10^+^ with their corresponding fold-change (FC), and the inhibitor used, dose and days of administration. (B) C57BL/6J mice (n=4-8/group) were immunized with OVA + Imiquimod vaccine with selected inhibitors or control (vehicle or isotype antibodies) with doses described in A. One week later animals were sacrificed and responses against peptide OVA(257-264) were determined by IFN-gamma ELISPOT in each mouse, measuring the number of spot forming cells (SFC). Data (mean + SEM) have been normalized according to mean values obtained in control group. (*, P<0.05)

**Enrichment score (ES)**

**Supplementary Figure S2: DC-IL10^+^ have a monocytic origin.** Gene set enrichment analysis of genes found in DC-IL10^+^ using a gene signature of an immunosuppressive monocyte-derived DC population described in mice chronically infected with LCMV (Cunningham CR, et al. PLoS Pathog. 2016;12:e1005356). Statistical parameters (P and FDR) were provided by the GSEA webpage, calculated as described in Subramanian et al, *Proc Natl Acad Sci U S A* (2005) 102:15545–15550. doi: 10.1073/PNAS.0506580102.

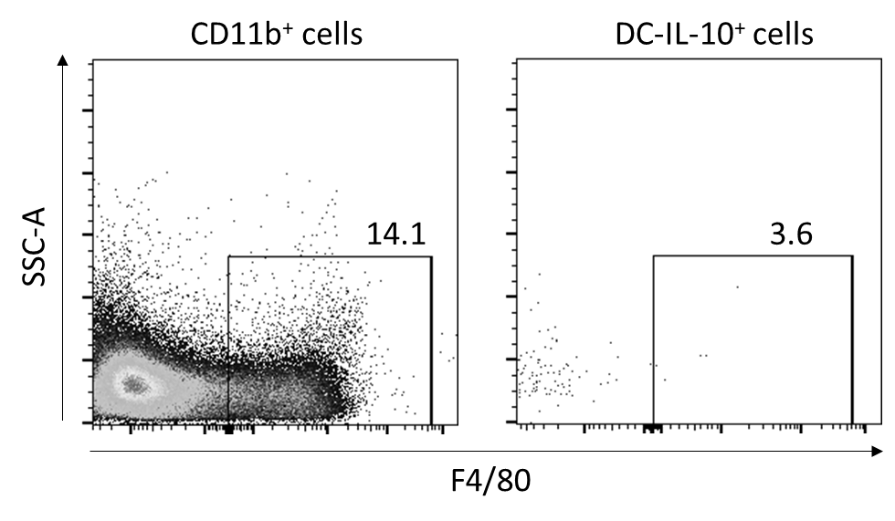

**Supplementary Figure S3: DC-IL10^+^ do not express F4/80.** Vert-X mice were immunized with OVA + Imiquimod and 2 days later splenocytes were analyzed by flow cytometry. CD11b^+^ cells (left panel) or DC-IL-10^+^ cells (CD11c^high^, I-A^b^ ^high^, GFP^+^; right panel), were gated from total splenocytes, and expression of F4/80 was analyzed in each cell subset. Representative plots are shown.

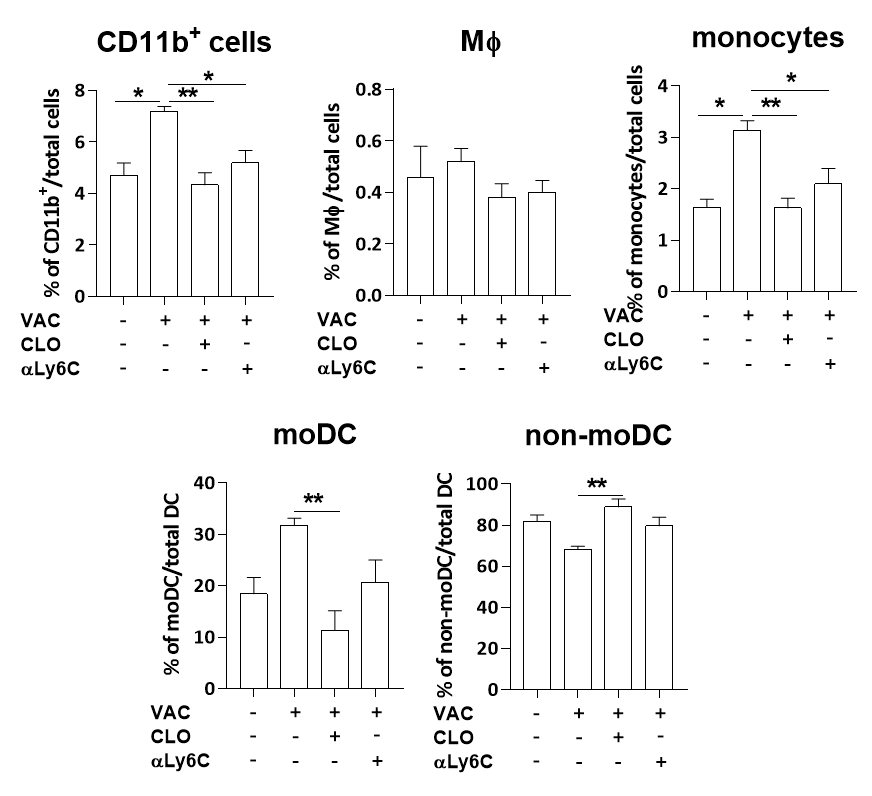

**Supplementary Figure S4: Effect of clodronate and antiLy6C antibodies on different myeloid cell subsets.** Vert-X mice (n=4 mice/group) were immunized with OVA + Imiquimod (VAC) with or without depleting agents: clodronate (CLO) or anti-Ly6C antibodies (αLy6C). The percentage of CD11b^+^ cells, macrophages (Mφ, defined as CD11b^+^ F4/80^+^ cells and monocytes (CD11b^+^, F4/80^-^ and Ly6C^+^ cells) was calculated for each group. Similarly, in total DC, gated as CD11c^high^, I-A^b^ ^high^ cells, the percentage of monocyte-derived DC (defined as CD64^+^ Ly6C^+^) and non-monocyte-derived DC was calculated.

**A**

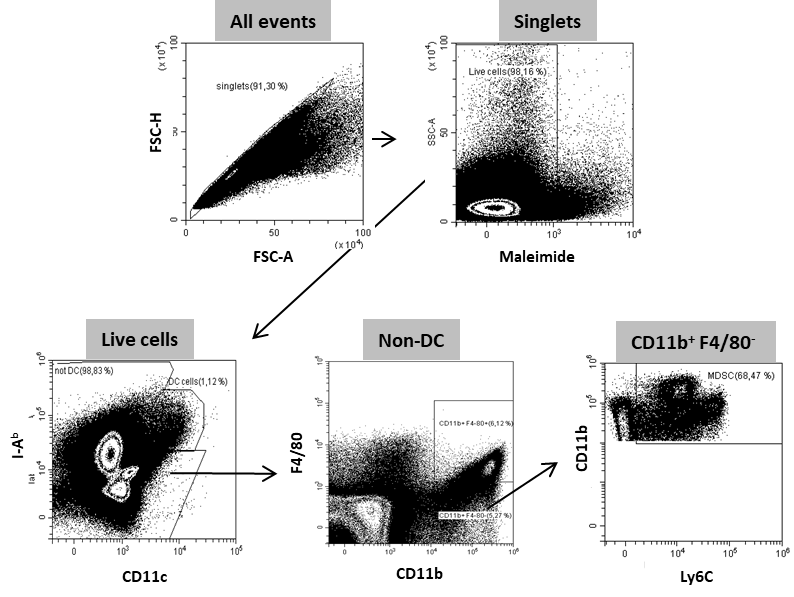

**B**

**Supplementary Figure S5: Characterization of LLC-OVA cells and tumors.** (A) C57BL/6J mice (n=4) were immunized with OVA + Imiquimod. One week later responses were evaluated by ELISPOT using 8 x 10^5^ splenocytes and irradiated LLC-OVA and parental LLC cells (8 x 10^4^ cells/well) (****; P<0.0001). (B) Spleens of mice with LLC-OVA tumors were homogenized and the proportion of MDSC was determined by flow cytometry. Gating strategy is shown.

**B**

**A**

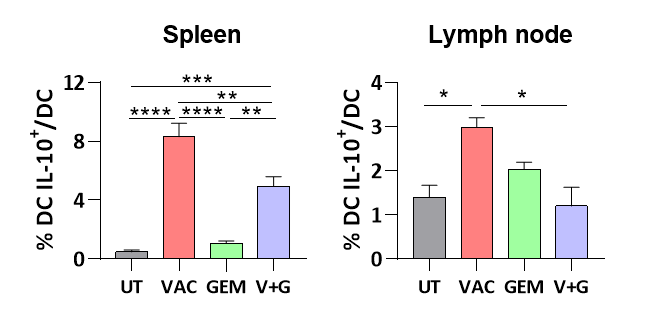

**Supplementary Figure S6: Gemcitabine decreases the percentage of DC-IL-10^+^ induced by vaccination in mice with LLC-OVA tumors.** (A) Vert-X mice with 5-6 mm LLC-OVA tumors (n=4/group) were left untreated (UT) or treated with OVA + Imiquimod vaccine (VAC), Gemcitabine (GEM) or the combination (V+G). Two days after vaccination they were sacrificed and the percentage of DC IL-10^+^ was determined in the spleen (A) or in tumor-draining lymph nodes (A). (*, P<0.05; **, P<0.01; ***, P<0.001;****, P<0.0001).

**UT**

**VAC**

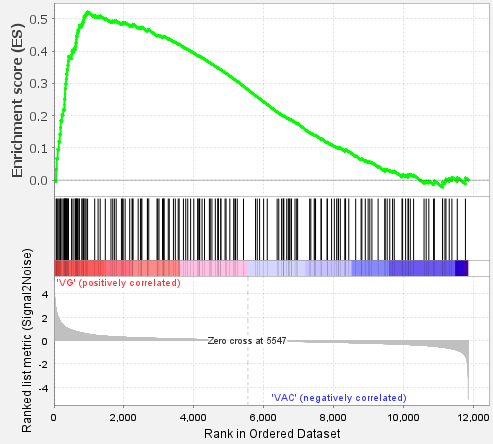

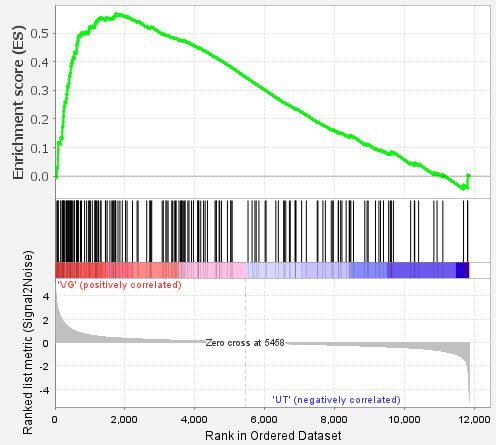

NES = 1.83

*P* <0.001

FDR = 0.004

NES = 2.08

*P* <0.001

FDR <0.001

**GEM**

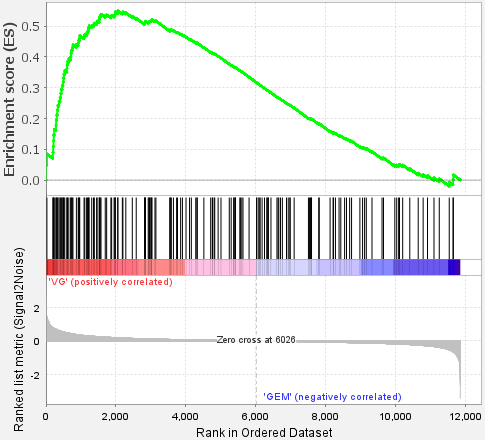

NES = 1.98

*P* <0.001

FDR <0.001

**Supplementary Figure S7: Gene set enrichment analysis (GSEA) of the Vaccine + gemcitabine group using the “Allograft rejection” GSEA hallmark.** Genes expressed in the Vaccine + gemcitabine group were compared with those genes of untreated (UT), Vaccine (VAC) or gemcitabine (GEM) monotherapy groups, and these data were used for gene set enrichment analyses using the “Allograft rejection” hallmark. Statistical parameters (P and FDR) were provided by the GSEA webpage, calculated as described in Subramanian et al, *Proc Natl Acad Sci U S A* (2005) 102:15545–15550. doi: 10.1073/PNAS.0506580102.

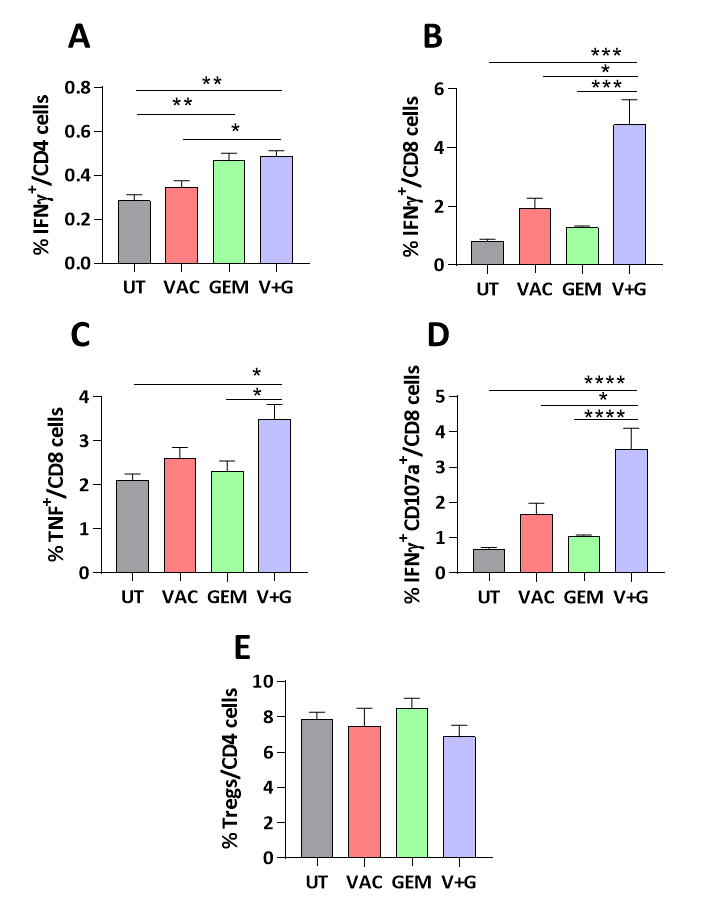

**Supplementary Figure S8: Enhanced T cell effector functions in the spleen of mice treated with Vaccine + gemcitabine.** C57BL/6J mice bearing 5-6 mm LLC-OVA tumors (n=5-9 mice/group) were untreated (UT) or treated with OVA + Imiquimod vaccine (VAC), Gemcitabine (GEM) or the combination (V+G). One week later they were sacrificed and splenocytes were stimulated with CD4 epitope OVA(323-339) (A) or CD8 epitope OVA(257-264) (B-D) to analyze IFN-gamma, TNF or IFN-gamma/CD107a expression by T cells. (E) Percentage of Tregs in unstimulated splenocytes was also determined. (*, P<0.05; **, P<0.01; ***, P<0.001;****, P<0.0001).

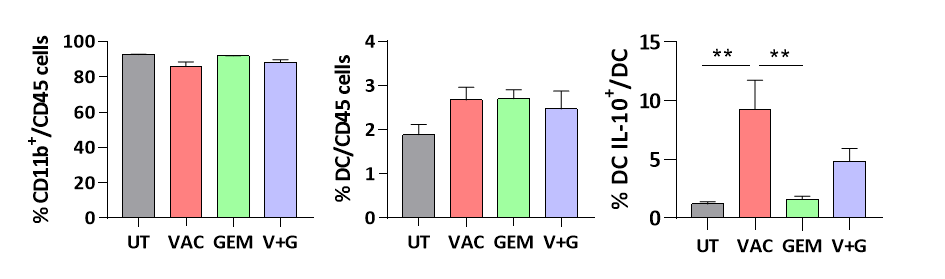

**C**

**B**

**A**

**Supplementary Figure S9: Effect of the Vaccine + gemcitabine combination in tumor myeloid cells.** C57BL/6J mice bearing 5-6 mm LLC-OVA tumors (n=5-9 mice/group) were untreated (UT) or treated with OVA + Imiquimod vaccine (VAC), Gemcitabine (GEM) or the combination (V+G). One week later they were sacrificed and percentages of CD11b^+^ cells (A) and DC, defined as CD11c^high^, I-A^b^ ^high^ cells (B) within the CD45 subset were determined by flow cytometry. (C) Vert-X mice (n=4/group) with LLC-OVA tumors were treated as above. Two days after treatment the percentage of DC IL-10^+^ was determined by flow cytometry.

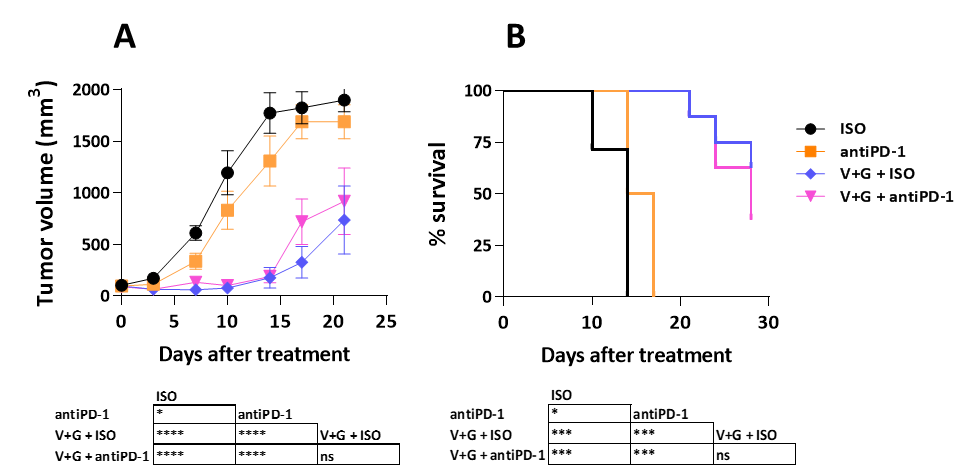

**Supplementary Figure S10: Higher doses of ant-PD-1 did not improve the therapeutic effect when combined with vaccine + gemcitabine in LLC-OVA tumors.** C57BL/6J mice bearing 5-6 mm LLC-OVA tumors (n=8 mice/group) were treated with isotype control antibody (ISO), anti-PD-1 (in both cases using 200 μg per administration), vaccine + gemcitabine with isotype control antibody (V+G + ISO) or with anti-PD-1 (V+G + antiPD-1). Tumor growth (A) and animal survival (B) were determined twice per week. (*, P<0.05; ***, P<0.001;****, P<0.0001).

**Supplementary Figure S11. Higher *in vitro* sensitivity to gemcitabine of LLC-OVA vs B16-OVA.** LLC-OVA and B16-OVA cells ( 1.5 x 10^4^ cells/well) were cultured *in vitro* with increasing doses of gemcitabine. Two days later the number of viable cells was counted. IC_50_ was determined by using the GraphPad Prism software after plotting Gemcitabine concentrations vs the number of cells.

**Supplementary Figure S12. Higher proportion of infiltrating Tregs in B16-OVA vs LLC-OVA tumors.** Five mm LLC-OVA or B16-OVA tumors (n=5-6/group) were obtained from untreated C57BL/6J mice and flow cytometry was used to determine the proportion of Tregs. (****; P<0.0001)

How the deposited data were processed for this re-analysis (not part of the article)

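Gene expression was measured by bulk RNAseq in sorted splenic DC of Vert-X mice, in 11 libraries of 4 groups, namely DC-IL-10+ and DC-IL-10− from mice immunized with OVA and Imiquimod (3 libraries each), DC-IL-10− from mice immunized with OVA and poly(I:C) (3 libraries) and DC-IL-10− from naive mice (2 libraries, replicates 1 and 3). Doses were 0.5 mg OVA with 2.5 mg Imiquimod or 50 µg poly(I:C) per mouse, and the labels give 48 hours after vaccination for all libraries. Each library is RNA of pooled spleens, so that the spread between libraries is a spread between pools.

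The deposited values are raw counts per gene, one file per library, which the authors made by aligning reads of 3' MARS-seq libraries to GRCm38 with STAR 2.5.3a and counting them over the exons of each GENCODE gene with featureCounts 1.6.0, without regard to strand and without multi-mapping reads, after quality control with FastQC 0.11.5. No collapsing by molecular identifiers is recorded, and the files hold no normalization or filter. Total counts were 3450609 to 9556892 per library, and a count of 3, taken as the floor of a count of 0, was 0.289 to 0.940 CPM. The group medians of the totals were 6147722 in DC-IL-10+, 8712661 in Imiquimod DC-IL-10−, 7928176 in poly(I:C) DC-IL-10− and 5395375 in naive DC. Of 54752 gene identifiers, 53861 were matched to symbols exactly, 862 without their version and 29 not at all.

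Genes with fewer than 6 counts in more than 50% of the libraries were left out, which kept 12733, and counts were normalized by TMM. Differences between groups were tested with the quasi-likelihood F test of edgeR 4.0.16 in 1 fit of all libraries, with a standard error taken as the absolute log2 fold change divided by the square root of F. The threshold was a Benjamini-Hochberg adjusted p under 0.05 with a fold change above 2, and log2 CPM for distances and set tests used a prior count of 2. The comparisons were DC-IL-10+ over Imiquimod DC-IL-10−, Imiquimod DC-IL-10− over naive DC, poly(I:C) DC-IL-10− over naive DC and poly(I:C) DC-IL-10− over Imiquimod DC-IL-10−. Gene lists were tested with camera of limma 3.58.1, with a preset correlation and with one estimated per list, and the Immgen lists also with fgsea 1.28.0 on genes ranked by the signed square root of F. Distances between groups were tested by exact permutation of the libraries, one-sided. Other tools were DESeq2 1.42.0, data.table 1.17.8 and R 4.3.3, with the random seed set to 1.

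The 34 lists, the alternatives and the rule for named genes were fixed before the data were examined. The lists were monocyte markers (Fig. 2A), DC markers (Fig. 2A), drug targets (Supplementary Figure S1A), other genes the discusses, classical monocytes, non-classical monocytes, red pulp macrophages, marginal zone macrophages, neutrophils, T cells, NK and cytotoxic cells, B cells, plasma cells, plasmacytoid DC, cDC1, cDC2, red blood cells and platelets, DC maturation and migration, MHC class II presentation, MHC class I presentation, interferon-stimulated genes, immunoregulatory molecules, inflammatory cytokines and chemokines, complement, Fc and scavenger receptors, antigen receptor signalling, prostaglandin and leukotriene enzymes, TGF-β signalling, lipid and lysosome genes of macrophages, cell cycle, early response and heat shock genes, integrins, cadherin superfamily and mitochondrial transcripts. Named genes were every gene the paper names for these libraries, the 10 largest changes in each direction between DC-IL-10+ and Imiquimod DC-IL-10− and the 5 largest in each direction of the other comparisons (among genes past the threshold with at least 20 CPM in the higher group and libraries that did not overlap, without predicted genes and pseudogenes), and in each list up to 4 members with the smallest adjusted p. Where 5 or fewer genes of a list were called in a direction they are named too, and these and the few other genes outside the rule were chosen after their values were seen.

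Alternatives were DESeq2, limma-voom with and without sample quality weights, size factors by RLE, library size alone, every gene with at least 1 count, filterByExpr, a fit of only the 2 groups compared, a replicate block, robust spread, no fold change minimum, other rankings and distances, and leaving out each library in turn. Added after the data were seen were an offset per library for the GC content of the last 500 nucleotides of transcripts (lowess span 0.3, available for 99.98% of tested genes), this offset with a replicate block, thinning of all libraries to the smallest total, and leaving out the 2 libraries with the highest mitochondrial share, Imiquimod DC-IL-10− replicate 2 (0.116%) and DC-IL-10+ replicate 3 (0.123%, against 0.0126% to 0.0664% in the others). Whether replicate numbers pair the groups is stated neither by the paper nor by the labels. Deviations from the group means correlated across genes, which are not independent replicates, by 0.267, -0.174 and 0.0420 between DC-IL-10+ and Imiquimod DC-IL-10− of the same number, and by 0.155, 0.105 and 0.173 between poly(I:C) DC-IL-10− and Imiquimod DC-IL-10−. Between DC-IL-10+ and Imiquimod DC-IL-10− of different numbers the correlations ran from -0.347 to 0.219. The highest of these was between the 2 libraries with the highest mitochondrial share. A replicate block by number was tried as an alternative and not used in the reported values. It cannot show what a pairing across numbers would do.

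On simulated counts with the same depths and group sizes, edgeR recovered 68.7% of genes changed 3-fold and 98.0% of genes changed 8-fold in the comparison of DC-IL-10+ with Imiquimod DC-IL-10−, and 55.0% and 90.7% in that of Imiquimod DC-IL-10− with naive DC, with 15 and 8 unchanged genes called among 12565. For poly(I:C) DC-IL-10− the shares were 56.7% and 91.6% against naive DC (11 unchanged genes called among 12543) and 64.9% and 91.9% against Imiquimod DC-IL-10− (6 among 12555). In a further simulation with a GC trend, 351 of 12733 genes were called without an offset for GC content and 0 with it. The numbers of unchanged genes called therefore do not bound false calls where changes follow GC content, as they do against naive DC. Left out were the signature of DC from chronic viral infection, whose genes the available sources do not give, the gene ontology terms, and the tumour experiments, which have no files here.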

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

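The tests of NK cells, of GC content and of library size were chosen after the results were seen, as was the criterion that picked out lists of cell type markers (at least as many members higher as not and a passed camera test), whereas the tests of red pulp macrophages, T cells, plasma cells, dilution of DC and other splits were set beforehand.

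Many markers of cell types that the paper does not discuss for these libraries were higher in DC-IL-10+ than in Imiquimod DC-IL-10−, with median log2 fold changes of 2.92 for NK and cytotoxic cells (7 of 12 higher), 2.23 for T cells (8 of 16 higher and 3 lower) and 1.96 for plasma cells (5 of 8 higher), which did not pass camera with an estimated correlation (adjusted p = 0.23, 0.56 and 0.19), although the sort took CD11c+ I-Ab+ cells and excluded CD3+, NKp46+ and CD19+ cells. NK cells left in the gate are a candidate source, since the receptor and transcription factor genes Ncr1, Klrb1c, Klrk1, Klra8, Klrd1, Klre1 and Eomes were all above 0 with a median of 2.14 and Gzmb, the most abundant with Gzma, was at 6316 to 7933 CPM against 16.7 to 768 CPM, but Klrb1c (2.72, adjusted p = 0.056), Klra8 (1.54, adjusted p = 0.45) and Klre1 (0.24, adjusted p = 0.92) did not pass the test, nor did Gzma (3.56, adjusted p = 0.089), and with 1 library left out Klra8 ranged from 0.33 to 4.12 and Klre1 from -0.37 to 3.19. T cells cannot be told apart from other lymphocytes on these genes, since those of CD3 and the T cell receptor had a median of 2.25, with Cd3g at 3.34 (adjusted p = 0.010), while Cd3e was at 0.614 to 1.26 CPM in all 6 libraries, near the floor, with a log2 fold change of -0.14. Plasma cells are likewise a possible source at a median of 1.96, with Igkc at 1031 to 3398 CPM against 83.6 to 312 CPM. Expression of these genes by DC-IL-10+ themselves, the biological alternative that the comparison by IL-10 gives, was not tested and stays open.

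Of 14 markers of red pulp macrophages, a cell type the paper does not name, 12 were higher in DC-IL-10+ than in Imiquimod DC-IL-10−, at a median log2 fold change of 2.61 that did not pass camera with an estimated correlation (adjusted p = 0.19), and most markers of plasmacytoid DC and cDC2, but 2 of 12 of cDC1, were lower. Red pulp macrophages in the gate are a candidate source, since C1qa, C1qb, C1qc, Vcam1 (2.33), Hmox1 and Slc40a1 (3.13, 1.91 to 3.49 with 1 library left out) were all called higher and C1qa was at 419 to 1014 CPM against 37.0 to 216 CPM, whereas the sort took only CD11c+ I-Ab+ cells, though with no step against macrophages, and by flow cytometry the paper finds very low F4/80 on DC-IL-10+, the protein of Adgre1 (1.58, adjusted p = 0.027), while 8 of the 14 genes are in other lists, among them Spic, a monocytic marker in the paper. Adgre1 itself averaged 48.6 CPM in DC-IL-10+ and 109 CPM in poly(I:C) DC-IL-10−. As a test of equal dilution of all DC by other cells, the medians of the cDC1 and plasmacytoid DC lists, -0.30 and -1.74, lay 1.44 apart (standard error of the difference 0.598). That passed the bound set beforehand against dilution. It was the largest difference, and the pairs with cDC2 differed by 0.98 (0.558) and 0.46 (0.668). The standard error comes from resampling genes and not libraries, so this test does not decide about equal dilution. A change in which DC are present stays open, as does expression of these genes by DC-IL-10+ themselves, which the paper reads as DC of monocytic origin and sets apart from macrophages, and neither was tested here. In the comparison of DC-IL-10+ with Imiquimod DC-IL-10−, 1 of the 10 splits of the 6 libraries, the real one, reached 1600 genes and the highest of the others 0 (67 to 507 at an unadjusted p under 0.05 and a fold change above 2, against 2084), and 10 splits are too few for a share under 0.05.

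Genes called against naive DC followed GC content, with 485 higher and 34 lower after Imiquimod and 511 higher and 2 lower after poly(I:C) in the lowest of 10 equal bins by GC content, and 70 higher and 164 lower, and 5 higher and 117 lower, in the highest. For Imiquimod DC-IL-10−, 86.8% as many genes were called with an offset per library for GC content (1538 higher and 1149 lower, with 1383 and 712 called both ways of fitting, 67.7% of the genes called without it), which argues against GC content as the whole cause. For poly(I:C) DC-IL-10−, 69.0% as many were called, just above the bound of 67% set for the test, but only 43.5% of the genes called without the offset were called with it (770 higher and 124 lower), so that GC content and the adjuvant cannot be told apart for the rest, a reading chosen after the shared genes were counted. With all libraries thinned to the smallest total 87.7% and 91.1% as many genes were called, which argues against library size as the cause. A response to the adjuvants, which the design gives, stays open, and naive DC came from 3 to 4 mice per library against 20 in the Imiquimod groups.

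In the comparison of poly(I:C) DC-IL-10− with Imiquimod DC-IL-10−, 1 of the 10 splits, the real one, reached 783 genes and the highest of the others 1 (150 to 426 at an unadjusted p under 0.05 and a fold change above 2, against 1309), and 10 splits are too few for a share under 0.05. By the labels these groups also differ in mice per library, 3 to 5 against 20, so adjuvant and pool size cannot be told apart. Of the genes called in opposite directions by the adjuvants against naive DC, with the difference between the adjuvants also called, Cd209a had log2 fold changes of -4.13 after Imiquimod and 1.80 after poly(I:C), a difference of 5.94 (adjusted p = 2.3e-06). Egr3, an early response gene, had -1.73 after Imiquimod and 1.78 after poly(I:C), a difference of 3.5 (adjusted p = 1.4e-04), and the second value was 1.63 (adjusted p = 0.078) without naive DC replicate 3. Ifitm1, an interferon-induced membrane protein, had 2.55 and -1.14, a difference of -3.69 (adjusted p = 1.1e-04), and the second value was -1.26 to -0.55 (adjusted p = 0.059 to 0.31) without naive DC replicate 1, poly(I:C) DC-IL-10− replicate 1, poly(I:C) DC-IL-10− replicate 2 or poly(I:C) DC-IL-10− replicate 3. With the GC offset the values against naive DC after poly(I:C) were 0.58 (adjusted p = 0.26) for Egr3 and -0.74 (adjusted p = 0.18) for Ifitm1. Ifitm1 lost this call also with a replicate block in all libraries (-1.17, adjusted p = 0.057), library size only (-0.93, adjusted p = 0.082), limma-voom with sample quality weights (-1.05, adjusted p = 0.059) and every gene with at least 1 count (-1.00, under the minimum fold change).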

How the results depend on the processing

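The offset for GC content, thinning, and leaving out the 2 libraries with the highest mitochondrial share were chosen after the results were seen. Of 227 values of the counts, enrichments and distances under the alternatives, 196 were the same. For counts this meant within 1.5 times, and for enrichments and distances the same direction and call, whatever the size. No enrichment or distance had the opposite direction, which a count cannot have. The distance between the adjuvants could not reach an exact permutation p under 0.05, so its call could not change. Between DC-IL-10+ and Imiquimod DC-IL-10− all alternatives gave counts within 1.5 times, with 546 (thinned) to 943 (every gene with at least 1 count) higher and 781 to 1268 lower outside the left-out libraries, and 459 to 777 and 723 to 970 without 1 library, and 572 and 865 without the 2 libraries. Enrichment was 1.63 to 1.95 for monocyte genes and -1.98 to -1.79 for DC genes without 1 library. With a replicate block, 598 and 781 genes were called in this comparison when only its groups were fitted (728 and 913 with all libraries), and 304 and 508 between poly(I:C) DC-IL-10− and Imiquimod DC-IL-10− (312 and 476). Counts moved by more than 1.5 times with library size only (487 lower after Imiquimod and 116 lower after poly(I:C), both against naive DC), with every gene tested (498 higher and 795 lower between the adjuvants), with only the 2 groups fitted (1169 higher and 562 lower after Imiquimod against naive DC), with no fold change minimum (1828 lower after Imiquimod and 1268 after poly(I:C)) and with the GC offset (837 higher after poly(I:C)). Without 1 library the ranges were 1137 to 2345 higher and 629 to 1355 lower after Imiquimod against naive DC, 756 to 2008 and 137 to 750 after poly(I:C), and 185 to 458 and 307 to 538 between the adjuvants. The distance of DC-IL-10+ was 23.0 to 32.9 without 1 library, and its exact permutation p of 0.0545 fell under 0.05 with the 500 most variable genes (25.1, p = 0.00606), with 1 minus Spearman's correlation (0.0401, p = 0.0364) and with the GC offset (31.4, p = 0.0121), and without any 1 library of another group (p = 0.00833 to 0.0417), but not without a library of DC-IL-10+ (p = 0.111) or with genes scaled to unit variance (p = 0.115), while that of naive DC was 36.2 to 64.2 and that between the adjuvants 18.9 to 37.8. Where 1 naive library was left, it was taken to vary like the other groups, and its distance test could not reach an exact permutation p under 0.05. The cause of these changes was not tested.

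Log2 fold changes turned called and opposite in sign for 3 genes when 1 library was left out. Plac8 against naive DC after Imiquimod was 1.02 (adjusted p = 0.54) and ranged from -2.20 to 2.38, with -2.20 (adjusted p = 0.024) without Imiquimod DC-IL-10− replicate 2, and between the adjuvants it was -0.63 (adjusted p = 0.77) and ranged from -1.20 to 2.59, with 2.59 (adjusted p = 0.026) without the same library. B2m between the adjuvants was -0.36 (adjusted p = 0.79) and ranged from -0.83 to 1.3, with 1.3 (adjusted p = 0.026) without that library. Hpgd after poly(I:C) against naive DC was -5.6e-04 (adjusted p = 1.0) and ranged from -0.89 to 2.46, with 2.46 (adjusted p = 0.016) without naive DC replicate 1. For named genes, 5229, 4425, 4507 and 5300 of 5576, 4946, 4941 and 5580 values under the alternatives set beforehand had the same direction and call (in order, DC-IL-10+ over Imiquimod DC-IL-10−, Imiquimod DC-IL-10− over naive DC, poly(I:C) DC-IL-10− over naive DC and poly(I:C) DC-IL-10− over Imiquimod DC-IL-10−) and 203, 304, 207 and 89 lost the call, the rest having gained a call or moved in size or sign, and for gene lists 546, 483, 480 and 534 of 578, 510, 510 and 578 were the same. Depth limits low genes, since 3 counts are 0.289 to 0.940 CPM and Il10, Tyro3, Pdgfra and Pdgfrb did not pass the filter.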

Differences from the paper's values

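No test in this part was chosen after the result was seen. The spread of an enrichment score was taken as the SD over fits that each leave out 1 library. These fits share most of their libraries, so this spread is smaller than the error of the score. Values outside it therefore need not differ from the paper's beyond error. The paper's normalized enrichment score of monocyte genes is about 2.1 in Fig. 2B, read by eye, and here it was 1.83. Of the alternatives set before the data were examined, ranking by log2 fold change (2.08), testing every gene with at least 1 count (2.04) and fitting only the 2 groups (2.01) came within the spread of the paper's value, whereas the DESeq2 statistic (1.77), the limma-voom statistic (1.88), RLE size factors (1.83), the replicate block (1.86) and leaving out any 1 library (1.63 to 1.95) did not. For DC genes the paper's score is about -1.8 in Fig. 2B, read by eye, and here it was -1.92. It came within the spread with ranking by log2 fold change (-1.77), the limma-voom statistic (-1.87), every gene with at least 1 count (-1.87), only the 2 groups (-1.87) and without Imiquimod DC-IL-10− replicate 1 (-1.85), DC-IL-10+ replicate 1 (-1.82) or DC-IL-10+ replicate 3 (-1.79). It did not with the DESeq2 statistic (-1.90), RLE size factors (-1.91), the replicate block (-1.89) and without Imiquimod DC-IL-10− replicate 2 (-1.97), Imiquimod DC-IL-10− replicate 3 (-1.89) or DC-IL-10+ replicate 2 (-1.98).

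The paper gives 923 genes higher and 1052 lower in DC-IL-10+, against 654 and 946 here and 764 and 893 by limma-voom. The count of higher genes was 459 to 598 without Imiquimod DC-IL-10− replicate 3 or any 1 library of DC-IL-10+, and with a replicate block in only the 2 groups. The paper places Il10 among the prominent genes higher in DC-IL-10+, and here Il10 was removed by the filter on low counts (under 6 in 6 of the 11 libraries), so it has no reported value. Settings that test Il10 called it, at 6.25 (adjusted p = 8.3e-05) with filterByExpr, 6.25 with every gene that has at least 1 count, 6.24 (adjusted p = 0.0014) with only the 2 groups, 6.37 (adjusted p = 0.0067) with a replicate block, 5.98 (adjusted p = 1.9e-04) without Imiquimod DC-IL-10− replicate 2 and 5.75 (adjusted p = 2.7e-04) without Imiquimod DC-IL-10− replicate 3. Of the 7 monocytic markers of Figure 2A, 6 were higher, and Ccr2, which the paper gives as upregulated, was not called (1.76, adjusted p = 0.069). It was called by limma-voom (2.07, adjusted p = 0.027), limma-voom with sample quality weights (1.81, adjusted p = 0.012), with every gene that has at least 1 count (1.75, adjusted p = 1.5e-10), with only the 2 groups (1.73, adjusted p = 0.046), with a replicate block in all libraries (2.12, adjusted p = 0.013) and without Imiquimod DC-IL-10− replicate 2 (2.22, adjusted p = 0.039). It was not called with a replicate block in only the 2 groups (1.97, adjusted p = 0.060), by DESeq2 (1.76, adjusted p = 0.080), with RLE size factors (1.76, adjusted p = 0.068), library size only (1.81, adjusted p = 0.070), filterByExpr (1.74, adjusted p = 0.066), with robust spread (1.76, adjusted p = 0.13) or without any other 1 library (adjusted p = 0.11 to 0.17). With every gene that has at least 1 count, its adjusted p fell from 0.069 to 1.5e-10 at nearly the same log2 fold change. The adjusted p of that setting is therefore not taken as support for Ccr2. The discussion of the paper names IL-27, TGF-β and the PDGF receptor among potential targets identified by the RNAseq, without a direction for single genes, and here Il27 (-0.33, adjusted p = 0.67) and Tgfb1 (0.00, adjusted p = 1.0) were not called and Pdgfra and Pdgfrb were at or near 0, and Il27ra (1.27), Tgfbr1 (1.36) and Pdgfb, shown in Supplementary Figure S1A, were called higher as in the paper.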

Other observations

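No test in this part was chosen after the result was seen, whereas some of its genes were named after their values were seen. Poly(I:C) DC-IL-10− and Imiquimod DC-IL-10− differed in DC subset, maturation and cytokine genes. By the sample labels these libraries came from 3 to 5 and from 20 mice, so adjuvant and pool size cannot be told apart. Cd209a, a lectin of some cDC2, was at 249 ± 89.3 CPM (SD, n = 3) in poly(I:C) DC-IL-10− and 4.05 ± 0.455 CPM (SD, n = 3) in Imiquimod DC-IL-10−. Irf4, Cd4 and Xcr1 were higher after poly(I:C), by 1.56, 1.96 and 1.48 on the log2 scale (adjusted p = 0.0011, 0.0059 and 3.7e-04). Of 11 cDC2 markers between poly(I:C) DC-IL-10− and Imiquimod DC-IL-10−, 4 were higher (Cd209a, Irf4, Cd4 and Klf4) and none was lower by edgeR, DESeq2 or limma-voom, with 5 higher and 0 lower adjusted over the list alone and 0 lower at an unadjusted p under 0.05 from edgeR. Their median change on the log2 scale was 0.93 (camera adjusted p = 3.4e-06, adjusted p = 0.032 with an estimated correlation), and each of the 11 was above 0. Cd83 was at 1115 ± 186 CPM (SD, n = 3) in poly(I:C) DC-IL-10− and 362 ± 137 CPM (SD, n = 3) in Imiquimod DC-IL-10− (adjusted p = 0.0098), whereas Cd200 and Fscn1, of maturing DC, fell by 1.95 and 1.97 on the log2 scale (adjusted p = 1.6e-04 and 0.0025). Of 15 genes of DC maturation and migration, 1 was higher (Cd83) and 5 were lower (Cd200, Socs2, Fscn1, Tnfrsf4 and Cacnb3), with 2 higher and 5 lower adjusted over the list alone. For the whole list the median was -0.68 (camera adjusted p = 0.0099, adjusted p = 0.53 with an estimated correlation). Of 11 genes of MHC class II presentation, 1 was higher (H2-Ob) and none was lower by edgeR, DESeq2 or limma-voom, with 2 higher and 0 lower adjusted over the list alone and 0 lower at an unadjusted p under 0.05 from edgeR. Taken as a list they were at a median of 0.65 (camera adjusted p = 0.0011, adjusted p = 0.62 with an estimated correlation). Il6 was at 6.45 ± 2.47 CPM (SD, n = 3) in poly(I:C) DC-IL-10− and 161 ± 121 CPM (SD, n = 3) in Imiquimod DC-IL-10−. This is a log2 fold change of -4.65 (standard error 0.78, adjusted p = 0.0031). Of 18 inflammatory cytokines and chemokines, none was higher by edgeR, DESeq2 or limma-voom and 4 were lower (Il6, Ccl5, Cxcl16 and Ccl4), with 0 higher and 4 lower adjusted over the list alone and 0 higher at an unadjusted p under 0.05 from edgeR. A median log2 fold change of -0.70 resulted (camera adjusted p = 0.095, adjusted p = 0.64 with an estimated correlation). Camera passed at a median of -0.96 to -0.95 (adjusted p = 0.0030 to 0.032) without Imiquimod DC-IL-10− replicate 3 or poly(I:C) DC-IL-10− replicate 3. Il27, Il1rn and Socs3 were lower after poly(I:C), at -3.38, -3.00 and -2.50 on the log2 scale (adjusted p = 0.0011, 1.8e-04 and 1.6e-04), and Havcr2, or TIM-3, and Entpd1 were higher, by 2.17 and 1.90 (adjusted p = 3.3e-05 and 1.4e-04). Of 21 immunoregulatory molecules, 3 were higher (Havcr2, Entpd1 and Ahr) and 5 were lower (Socs3, Il1rn, Ido1, Il27 and Pdcd1lg2), with 4 higher and 5 lower adjusted over the list alone. The genes together were at a median of -0.21 (camera adjusted p = 0.30, adjusted p = 0.64 with an estimated correlation). Nr4a1, an early response gene of signalling, was at 3641 ± 432 CPM (SD, n = 3) in poly(I:C) DC-IL-10− and 563 ± 162 CPM (SD, n = 3) in Imiquimod DC-IL-10−. The log2 fold change was 2.69 (standard error 0.39, adjusted p = 0.0012). Of 17 early response and heat shock genes, 8 were higher and none was lower by edgeR, DESeq2 or limma-voom, with 8 higher and 0 lower adjusted over the list alone and 1 lower at an unadjusted p under 0.05 from edgeR. In the middle of the list the log2 fold change was 1.07 (camera adjusted p = 6.4e-07, adjusted p = 0.53 with an estimated correlation). Summed over the list, the mean level was 23624.1 CPM in poly(I:C) DC-IL-10− and 28644.5 CPM in naive DC, the groups with few mice per library. It was 9779.6 CPM in Imiquimod DC-IL-10− and 7738.8 CPM in DC-IL-10+, the groups with 20 mice per library. Of 8 plasma cell genes, none was higher by edgeR, DESeq2 or limma-voom and 3 were lower (Ighg2b, Igha and Ighg2c), with 0 higher and 6 lower adjusted over the list alone and 0 higher at an unadjusted p under 0.05 from edgeR. These genes had a median change of -1.90 on the log2 scale (camera adjusted p = 0.0013, adjusted p = 0.61 with an estimated correlation).

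After Imiquimod, several cDC2 and MHC class II genes were lower in DC-IL-10− than in naive DC and several genes of maturation, complement and NK, T and plasma cells were higher, in a comparison that rests on 2 naive libraries and follows GC content. By the labels it also sets libraries of 20 mice against libraries of 3 to 4 mice. Socs2, of maturing DC, was at 433 ± 98.8 CPM (SD, n = 3) in Imiquimod DC-IL-10− and 36.1 ± 7.91 CPM (SD, n = 2) in naive DC. On the log2 scale the change was 3.59 (standard error 0.41, adjusted p = 2.0e-04). Of 15 genes of DC maturation and migration, 7 were higher and 1 was lower (Ccl22), with 7 higher and 1 lower adjusted over the list alone. Their median change on the log2 scale was 0.97 (camera adjusted p = 0.019, adjusted p = 0.65 with an estimated correlation). The camera test was not passed at a median of 0.72 (adjusted p = 0.071) without naive DC replicate 1. Of 11 genes of MHC class II presentation, none was higher by edgeR, DESeq2 or limma-voom and 6 were lower, with 0 higher and 6 lower adjusted over the list alone and 0 higher at an unadjusted p under 0.05 from edgeR. For the whole list the median was -1.08 (camera adjusted p = 0.0032, adjusted p = 0.65 with an estimated correlation). Of 11 cDC2 markers, none was higher by edgeR (1 by DESeq2, 0 by limma-voom) and 7 were lower, with 1 higher and 7 lower adjusted over the list alone and 1 higher at an unadjusted p under 0.05 from edgeR. Taken as a list they were at a median of -1.75 (camera adjusted p = 8.8e-04, adjusted p = 0.13 with an estimated correlation). Nr4a1 fell by 3.56 on the log2 scale (adjusted p = 2.3e-04). Of 17 early response and heat shock genes, none was higher by edgeR, DESeq2 or limma-voom and 7 were lower, with 0 higher and 7 lower adjusted over the list alone and 2 higher at an unadjusted p under 0.05 from edgeR. A median log2 fold change of -1.56 resulted (camera adjusted p = 8.8e-04, adjusted p = 0.65 with an estimated correlation). Ido1, an enzyme of tryptophan breakdown, Il27 and Il6 had log2 fold changes of 3.56, 2.98 and 4.78 (adjusted p = 2.9e-04, 0.0025 and 0.0033), and with 1 library left out Il27 ranged from 2.21 to 4.21 and Il6 from 3.68 to 8.22. Of 11 complement genes, 7 were higher and none was lower by edgeR, DESeq2 or limma-voom, with 7 higher and 0 lower adjusted over the list alone and 0 lower at an unadjusted p under 0.05 from edgeR. The genes together were at a median of 2.71 (camera adjusted p = 0.015, adjusted p = 0.65 with an estimated correlation). Camera did not pass with a median of 3.06 (adjusted p = 0.054) without naive DC replicate 1. Of 12 markers of NK and cytotoxic cells, 7 were higher and none was lower by edgeR, DESeq2 or limma-voom, with 10 higher and 0 lower adjusted over the list alone and 0 lower at an unadjusted p under 0.05 from edgeR. In the middle of the list the log2 fold change was 3.71 (camera adjusted p = 0.024, adjusted p = 0.68 with an estimated correlation). This fell short at a median of 2.71 to 3.48 (adjusted p = 0.075 to 0.16) without Imiquimod DC-IL-10− replicate 1, Imiquimod DC-IL-10− replicate 2 or naive DC replicate 3. Of 8 plasma cell genes, 5 were higher (Ighg2b, Ighg2c, Igkc, Igha and Mzb1) and none was lower by edgeR, DESeq2 or limma-voom, with 6 higher and 0 lower adjusted over the list alone and 0 lower at an unadjusted p under 0.05 from edgeR. These genes had a median change of 2.57 on the log2 scale (camera adjusted p = 0.0093, adjusted p = 0.65 with an estimated correlation). Of 16 T cell markers, 5 were higher (Cd8b1, Trac, Trbc1, Lat and Cd3e) and none was lower by edgeR (0 by DESeq2, 1 by limma-voom), with 10 higher and 0 lower adjusted over the list alone and 1 lower at an unadjusted p under 0.05 from edgeR. Their median change on the log2 scale was 2.49 (camera adjusted p = 0.021, adjusted p = 0.68 with an estimated correlation). That test failed at a median of 1.64 to 2.42 (adjusted p = 0.080 to 0.15) without Imiquimod DC-IL-10− replicate 1, Imiquimod DC-IL-10− replicate 2 or naive DC replicate 3. Of 9 B cell markers, 3 were higher (Ighd, Pax5 and Ms4a1) and 2 were lower (Cd22 and Fcer2a), with 4 higher and 2 lower adjusted over the list alone. For the whole list the median was 0.88 (camera adjusted p = 0.23, adjusted p = 0.79 with an estimated correlation). Of 20 cell cycle genes, 6 were higher and none was lower by edgeR, DESeq2 or limma-voom, with 6 higher and 0 lower adjusted over the list alone and 2 lower at an unadjusted p under 0.05 from edgeR. Taken as a list they were at a median of 0.66 (camera adjusted p = 0.016, adjusted p = 0.65 with an estimated correlation). The camera test was not passed at a median of 0.65 (adjusted p = 0.068) without naive DC replicate 1. After poly(I:C), Ptgs2, or COX-2, was at 113 ± 20.5 CPM (SD, n = 3) in poly(I:C) DC-IL-10− and 12.9 ± 9.27 CPM (SD, n = 2) in naive DC. That gave a log2 fold change of 3.18 (standard error 0.52, adjusted p = 0.0018). Of 20 cell cycle genes, 7 were higher and none was lower by edgeR, DESeq2 or limma-voom, with 7 higher and 0 lower adjusted over the list alone and 1 lower at an unadjusted p under 0.05 from edgeR. A median log2 fold change of 0.61 resulted (camera adjusted p = 0.0081, adjusted p = 0.84 with an estimated correlation). Camera did not pass with a median of 0.83 (adjusted p = 0.064) without naive DC replicate 1. MHC class II genes were not called after poly(I:C) by edgeR in either direction (0 higher and 3 lower of 11 at an unadjusted p under 0.05), and DESeq2 and limma-voom each called 1 lower, at a median of -0.37 (camera adjusted p = 0.36).

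Between DC-IL-10+ and Imiquimod DC-IL-10−, Mertk, a receptor for apoptotic cells, was at 16.3 ± 9.42 CPM (SD, n = 3) in DC-IL-10+ and 1.53 ± 1.63 CPM (SD, n = 3) in DC-IL-10−. The change on the log2 scale was 3.40 (standard error 0.74, adjusted p = 0.0082), and it ranged from 2.84 to 4.74 with 1 library left out. Axl had a log2 fold change of 1.58 (adjusted p = 0.024), which was 1.17 to 1.55 (adjusted p = 0.057 to 0.12) without Imiquimod DC-IL-10− replicate 1, Imiquimod DC-IL-10− replicate 3, DC-IL-10+ replicate 1 or DC-IL-10+ replicate 3. Adgre1, which encodes F4/80, had 1.58 (adjusted p = 0.027), and it lost the call without 3 of the libraries in turn (adjusted p = 0.064 to 0.12). Its mean level was 48.6 CPM in DC-IL-10+, 16.1 CPM in Imiquimod DC-IL-10− and 19.8 CPM in naive DC. It was highest, at 109 CPM, in poly(I:C) DC-IL-10−. Tyro3 was at 7.40 ± 2.69 CPM (SD, n = 3) and 0.320 ± 0.358 CPM (SD, n = 3) and did not pass the filter, and with only the 2 groups compared it was 4.40 (adjusted p = 0.0056). Cd274, or PD-L1, had -0.87 (adjusted p = 0.014), under the minimum fold change of 2, and was -1.02 (adjusted p = 0.010) without Imiquimod DC-IL-10− replicate 3. Of 6 other genes that the paper discusses, 3 were higher (Mertk, Axl and Adgre1) and none was lower by edgeR, DESeq2 or limma-voom, with 3 higher and 0 lower adjusted over the list alone and 1 lower at an unadjusted p under 0.05 from edgeR. The genes together were at a median of 0.79 (camera adjusted p = 0.32, adjusted p = 0.43 with an estimated correlation). Il10, Tyro3, Pdgfra and Pdgfrb, also in that list, failed the filter and do not enter this median. The list passed camera at a median of 1.47 to 1.51 (adjusted p = 0.0079 to 0.031) without Imiquimod DC-IL-10− replicate 2 or Imiquimod DC-IL-10− replicate 3. Of 2 genes of red blood cells and platelets, 1 was higher (Hbb-bs) and none was lower by edgeR, DESeq2 or limma-voom, with 1 higher and 0 lower adjusted over the list alone and 0 lower at an unadjusted p under 0.05 from edgeR. In the middle of the list the log2 fold change was 0.76 (camera adjusted p = 0.88, adjusted p = 0.91 with an estimated correlation). Hbb-bs, a beta globin, had 2.91 (adjusted p = 0.047), which was 1.81 to 3.05 (adjusted p = 0.077 to 0.25) without Imiquimod DC-IL-10− replicate 1, Imiquimod DC-IL-10− replicate 2, Imiquimod DC-IL-10− replicate 3, DC-IL-10+ replicate 1 or DC-IL-10+ replicate 3. Of 17 early response and heat shock genes, none was higher by edgeR, DESeq2 or limma-voom and 3 were lower (Ier3, Atf3 and Fosb), with 0 higher and 4 lower adjusted over the list alone and 0 higher at an unadjusted p under 0.05 from edgeR. These genes had a median change of -0.38 on the log2 scale (camera adjusted p = 0.045, adjusted p = 0.58 with an estimated correlation). This fell short at a median of -0.44 to -0.22 (adjusted p = 0.060 to 0.32) without Imiquimod DC-IL-10− replicate 1, Imiquimod DC-IL-10− replicate 2 or DC-IL-10+ replicate 3. No mitochondrial transcript of 7 tested was called by edgeR, DESeq2 or limma-voom, and none was at an unadjusted p under 0.05 from edgeR, at a median of 0.35 (camera adjusted p = 0.62, adjusted p = 0.86 with an estimated correlation). Ribosomal protein genes took 17.2% to 19.4% of the counts in naive DC and 9.57% to 15.9% in the other libraries.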
